# ATF-4 and hydrogen sulfide signalling mediate longevity in response to inhibition of translation or mTORC1

**DOI:** 10.1038/s41467-022-28599-9

**Published:** 2022-02-18

**Authors:** Cyril Statzer, Jin Meng, Richard Venz, Monet Bland, Stacey Robida-Stubbs, Krina Patel, Dunja Petrovic, Raffaella Emsley, Pengpeng Liu, Ianessa Morantte, Cole Haynes, William B. Mair, Alban Longchamp, Milos R. Filipovic, T. Keith Blackwell, Collin Y. Ewald

**Keywords:** Ageing, Translation

## Abstract

Inhibition of the master growth regulator mTORC1 (mechanistic target of rapamycin complex 1) slows ageing across phyla, in part by reducing protein synthesis. Various stresses globally suppress protein synthesis through the integrated stress response (ISR), resulting in preferential translation of the transcription factor ATF-4. Here we show in *C. elegans* that inhibition of translation or mTORC1 increases ATF-4 expression, and that ATF-4 mediates longevity under these conditions independently of ISR signalling. ATF-4 promotes longevity by activating canonical anti-ageing mechanisms, but also by elevating expression of the transsulfuration enzyme CTH-2 to increase hydrogen sulfide (H_2_S) production. This H_2_S boost increases protein persulfidation, a protective modification of redox-reactive cysteines. The ATF-4/CTH-2/H_2_S pathway also mediates longevity and increased stress resistance from mTORC1 suppression. Increasing H_2_S levels, or enhancing mechanisms that H_2_S influences through persulfidation, may represent promising strategies for mobilising therapeutic benefits of the ISR, translation suppression, or mTORC1 inhibition.

## Abstract (web summary)

The authors showed that, in *C. elegans*, inhibition of translation or mTORC1 increases ATF-4 expression independently of ISR signalling. ATF-4 promotes longevity by increasing hydrogen sulfide production by the enzyme CTH-2.

## Introduction

Over the last three decades, genetic and phenotypic analyses of ageing have revealed that across eukaryotes, lifespan can be extended by inhibition of mechanisms that promote growth and proliferation^1–3^. Prominent among these is the serine/threonine kinase complex mTORC1, which coordinates the activity of multiple growth-related processes in response to growth factor and nutrient signals^2–4^. mTORC1 activity can be reduced by genetic perturbations, dietary restriction (DR), or pharmacological interventions such as rapamycin, an mTORC1 inhibitor that increases lifespan from yeast to mice^2,3^. However, while rapamycin represents a very exciting paradigm for anti-ageing pharmacology, mTORC1 suppression has wide-ranging effects on the organism^2,3^. Rapamycin is used clinically as an immunosuppressant, and mTORC1 broadly affects metabolism and supports the synthesis of proteins, nucleic acids, and lipids^2–4^. Elucidation of specific mechanisms through which mTORC1 influences longevity is critical not only for understanding the biology of ageing and longevity, but also for the development of molecularly targeted anti-ageing therapies that maintain health.

mTORC1 increases the rates at which numerous different mRNAs are translated, and a hallmark of mTORC1 inhibition is a reduction in overall protein synthesis^2,3^. Work in the model organisms *C. elegans* and *Drosophila* indicates that lifespan extension from mTORC1 inhibition is mediated in part through this global decrease in translation^2,5,6^. Furthermore, in *C. elegans* suppression of translation is sufficient to increase both lifespan and stress resistance^7–12^. A mechanistic understanding of how mRNA translation levels affect longevity should therefore provide mechanistic insights into how mTORC1 influences lifespan.

Suppression of new protein synthesis is also an important mechanism through which cells protect themselves from stressful conditions that include nutrient deprivation, and thermal-, oxidative-, and endoplasmic reticulum (ER) stress^13,14^. Those stresses induce the evolutionarily conserved ISR by activating kinases that phosphorylate and inhibit the translation initiation factor subunit eIF2α, thereby imposing a broad reduction in cap-dependent mRNA translation^13,14^. This suppression of translation leads in turn to preferential translation of the activating transcription factor ATF4, which mobilizes stress defense mechanisms to re-establish homeostasis^13,14^. Although the ISR has important protective functions, its effects on longevity and health are complex. In *C. elegans*, genetic or pharmacological interventions that impair the ISR extend lifespan by inducing preferential translation of selective mRNAs^15^. In older mice, pharmacological ISR inhibition enhances memory and cognition by allowing protein synthesis to be maintained^14,16^. On the other hand, in *S. cerevisiae* the ATF4 ortholog Gcn4 promotes longevity^17,18^, and in *C. elegans* hexosamine pathway activation enhances proteostasis through the ISR and ATF-4^19^. It remains to be determined whether ATF4 is required and sufficient to promote metazoan longevity.

Here we have investigated whether and how ATF-4 affects lifespan in *C. elegans*. We find that ATF-4 but not upstream ISR signalling is required for longevity induced by conditions that inhibit protein synthesis, and that ATF-4 is a pro-longevity factor that extends lifespan when overexpressed on its own. ATF-4 increases lifespan not only by enhancing canonical anti-ageing mechanisms, but also by inducing transsulfuration enzyme-mediated H_2_S production and therefore levels of protein persulfidation. Importantly, the anti-ageing benefits of mTORC1 suppression depend upon this ATF-4-induced increase in H_2_S production, further supporting the idea that they derive from lower translation rates and suggesting that increases in ATF-4 and H_2_S levels may recapitulate these benefits.

## Results

### ATF-4 responds to translation suppression to increase *C. elegans* lifespan

We investigated whether *C. elegans atf-4* is regulated similarly to mammalian ATF4 at the level of mRNA translation. In mammals, 2–3 small upstream open reading frames (uORFs) within the ATF4 5′ untranslated region (UTR) occupy the translation machinery under normal conditions, inhibiting translation of the downstream ATF4 coding region^14,20^. By contrast, when translation initiation is impaired by eIF2α phosphorylation, the last uORF is bypassed and ATF4 is translated preferentially^14,20^. The *C. elegans atf-4* ortholog (previously named *atf-5*) contains two 5′ UTR uORFs (Fig. 1a, Supplementary Fig. 1a, b), deletion of which increases translation of a transgenic reporter^21^, predicting that translation of the *atf-4* mRNA may be increased under conditions of global translation suppression.

**Fig. 1:**
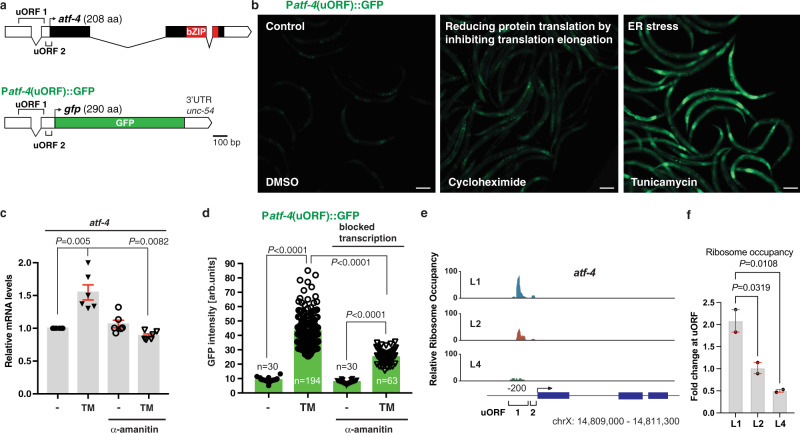
ATF-4 is preferentially translated under conditions of reduced global protein synthesis. **a** Schematic diagram of the *atf-4* mRNA and the P*atf-4*(uORF)::GFP reporter. UTRs are represented as empty boxes, exons as filled boxes, and the basic leucine zipper domain (bZIP) in red. **b** Representative images showing that reducing translation by administering 7.2 mM cycloheximide for 1 hour or 35 μg/ml tunicamycin (TM) for 4 h increased expression of transgenic P*atf-4*(uORF)::GFP in L4 stage animals. Quantification of GFP fluorescence intensity is shown in Supplementary Fig. 1c. Scale bar = 100 μm. **c** A 1 h pre-treatment with 0.7 μg/mlα-amanitin (RNA Pol II inhibitor) prevented 4 h of 35 μg/ml TM treatment from increasing *atf-4* mRNA levels in L4 stage animals. Mean ± SEM. Three independent trials, measured in duplicates. *P* values are relative to untreated wild type (N2) determined by one sample *t*-test, two-tailed, hypothetical mean of 1. **d** A 1 h pre-treatment with 0.7 μg/mlα-amanitin did not prevent TM treatment from increasing levels of transgenic P*atf-4*(uORF)::GFP expression in L4 stage animals. Mean ± SEM. *n* > 30 animals examined over 2 independent experiments, One-way ANOVA with post hoc Tukey. **e** Stage-specific ribosome occupancy profiles of the endogenous *atf-4* mRNA, along with quantification of relative uORF occupancy (**f**). Analysis of ribosomal profiling data^69^ revealed a decrease in ribosome occupancy on the endogenous *atf-4* uORFs under unstressed conditions during late larval development. Mean ± SD, *n* = 2 biological replicates. Occupancy profiles were generated by assigning counts to the *atf-4* transcript based on the number of raw reads at each position. Blue boxes indicate the *atf-4* exons. One-way ANOVA post hoc Dunnett’s test.

We tested this idea in *C. elegans* that express green fluorescent protein (GFP) driven by the *atf-4* upstream region, including the two uORFs (P*atf-4*(uORF)::GFP, Fig. 1a). P*atf-4*(uORF)::GFP expression was extremely low under unstressed conditions, but increased when translation was suppressed by treatment with the translation elongation blocker cycloheximide, or RNA interference (RNAi)-mediated knockdown of the tRNA synthase *rars-1* (Fig. 1b, Supplementary Fig. 1c–f). Compounds that induce ER stress and elicit the ISR, including tunicamycin (TM) or dithiothreitol (DTT), also strongly induced P*atf-4*(uORF)::GFP expression (Fig. 1b, Supplementary Fig. 1c, d). By contrast, TM treatment increased *atf-4* mRNA levels by only 1.5-fold (Fig. 1c, Supplementary Fig. 1g). Treatment with alpha-amanitin, which blocks transcription, prevented TM from increasing the levels of the *atf-4* mRNA but not P*atf-4*(uORF)::GFP fluorescence (Fig. 1c, d). Together, the data indicate that the P*atf-4*(uORF)::GFP reporter is regulated post-transcriptionally during ER stress. The endogenous *atf-4* mRNA was expressed at steady levels during development and ageing (Supplementary Fig. 1h). By contrast, ribosome occupancy was decreased on its uORFs compared to the coding region as larval development progressed, with the lowest levels apparent during the L4 stage after the body plan has been formed and growth has slowed (Fig. 1e, f). This suggests that the endogenous *atf-4* gene is regulated translationally through its uORF region under unstressed conditions, possibly in response to growth-related cues. We conclude that, like mammalian ATF4, *C. elegans atf-4* is regulated translationally and preferentially translated upon conditions of reduced protein synthesis (Supplementary Fig. 1i).

Given that ATF-4 is upregulated by translation suppression during the ISR, we hypothesized that it might be important for lifespan extension by reduced protein synthesis. In *C. elegans*, RNAi-mediated knockdown of various translation initiation factors increases lifespan^7–12^. In the wild type (WT) background, neither a partial^21^ nor a complete (Fig. 2a, b, Supplementary Data 1) ablation of *atf-4* activity decreased lifespan. By contrast, the lifespan increases that occurred in response to knockdown of *ifg-1*/eIF4G, *ife-2*/eIF4E, or *eif-1A*/eIF1AY, were abrogated in *atf-4(tm4397)* loss-of-function mutants (Fig. 2a, Supplementary Data 1). Similarly, a low dose of cycloheximide extended the lifespan of WT but not *atf-4(tm4397)* animals (Fig. 2b, Supplementary Data 1). Thus, *atf-4* is required for longevity arising from a global reduction in protein synthesis.

**Fig. 2:**
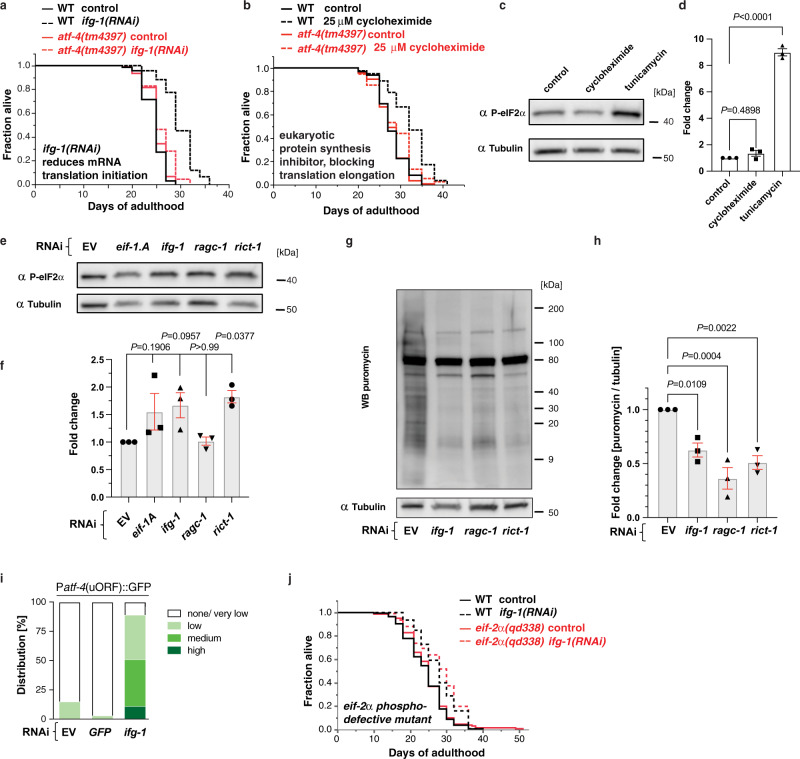
ATF-4 mediates lifespan extension from translation inhibition. **a** Adult-specific knockdown of *ifg-1* extended the lifespan of *WT* animals but not *atf-4(tm4397)* mutants. **b** Adult-specific treatment with 25 μM cycloheximide increased lifespan dependent upon *atf-4*. **c** Representative western blots and quantification (**d**) showing that treatment with 35 μg/ml tunicamycin for 4 h dramatically increased eIF2α phosphorylation levels in L4 stage animals, while treatment with 7.2 mM cycloheximide for 1 h did not. Mean ± SEM. *n* = 3 biological replicates. One-way ANOVA with post hoc Tukey. **e** Representative western blots and quantification (**f**) showing the effects of adult-specific knockdown of *eif-1.A*, *ifg-1*, *ragc-1*, or *rict-1* on eIF2α phosphorylation levels. Mean ± SEM. *n* = 3 biological replicates. One-way ANOVA with Dunnett’s post-test compared to EV. **g** Representative western blots of puromycin incorporation assay and quantification (**h**) showing that adult-specific knockdown of *ifg-1*, *ragc-1*, or *rict-1* decreased translation. Mean ± SEM. *n* = 3 biological replicates. One-way ANOVA with Bonferroni post-test. **i** Quantification of GFP fluorescence showing that adult-specific *ifg-1* knockdown increases expression of P*atf-4*(uORF)::GFP. **j** Adult-specific knockdown of *ifg-1* comparably extended the lifespan of *WT* animals and *eif-2α/y37e3.10(qd338)* phosphorylation-defective mutants. For statistics and additional trials in (**a**), (**b**), and (**j**), see Supplementary Data 1. For western blots, source data are provided in Source data File.

The increase in ATF-4 translation that occurs during the canonical ISR is induced by translation suppression that is imposed through increased eIF2α phosphorylation^22^, but this might not be the case when translation is reduced by directly inhibiting translation initiation or elongation. Supporting this idea, the low dose of cycloheximide that was sufficient to extend lifespan (Fig. 2b) increased ATF-4 expression (Supplementary Fig. 1f), but not eIF2α phosphorylation (Fig. 2c, d). Similarly, depletion of the translation initiation factor *ifg-1*/eIF4G reduced protein synthesis and dramatically increased expression of P*atf-4*(uORF)::GFP, but knocking down either *ifg-1* or *eif-1A* only modestly increased eIF2α phosphorylation (Fig. 2e–i). This suggests that treatments that inhibit translation can increase ATF-4 expression without triggering canonical induction of the ISR through eIF2α phosphorylation.

We next investigated whether translation inhibition might increase lifespan independently of this canonical ISR signalling, using a well-characterized eIF2α mutant (*eif-2α(qd338)*) in which the serine at which inhibitory phosphorylation occurs during the ISR (S49 in *C. elegans*; S51 in mammals) is mutated to phenylalanine, so that eIF2α phosphorylation and ISR induction are blocked^23^. A mutation that prevents phosphorylation of this serine partially suppresses lifespan extension from reduced insulin/IGF-1 signalling, suggesting that ISR signalling is important for longevity in this context^24^. Importantly, the *eif-2α(qd338)* mutation did not interfere with the *atf-4*-dependent increase in lifespan that was seen with *ifg-1* knockdown (Fig. 2j). We conclude that canonical ISR signalling through eIF2α phosphorylation is not necessarily required for translation inhibition to induce preferential ATF-4 translation or increase lifespan through ATF-4.

### ATF-4 mobilises canonical pro-longevity mechanisms

In *C. elegans*, a limited number of transcription factors have been identified that increase lifespan when overexpressed, including DAF-16/FOXO, HSF-1/HSF1, and SKN-1/NRF^1,25^. These evolutionarily conserved regulators are generally associated with enhancement of protective mechanisms such as stress resistance, protein folding or turnover, and immunity. To determine whether ATF-4 can actually promote longevity, as opposed to being required generally for health, we investigated whether an increase in ATF-4 levels might extend lifespan. Transgenic ATF-4-overexpressing animals (ATF-4OE) exhibited nuclear accumulation of ATF-4 in neuronal, hypodermal, and other somatic tissues under unstressed conditions (P*atf-4*::ATF-4(gDNA)::GFP; Supplementary Fig. 2a). TM treatment doubled ATF-4 protein levels (Supplementary Fig. 2b, Source data File), indicating that this ATF-4 transgene responds to environmental stimuli. Importantly, ATF-4 overexpression increased lifespan by 7–44% across >10 independent trials, which included two experiments without 5-Fluoro-2′deoxyuridine (FUdR) and analysis of two independent transgenic lines (Fig. 3a, Supplementary Data 1). ATF-4 overexpression also prolonged healthspan (Fig. 3b, Supplementary Fig. 2c, Supplementary Data 2). We conclude that the elevated activity of the ATF-4 transcriptional program is sufficient to extend lifespan and promote health.

**Fig. 3:**
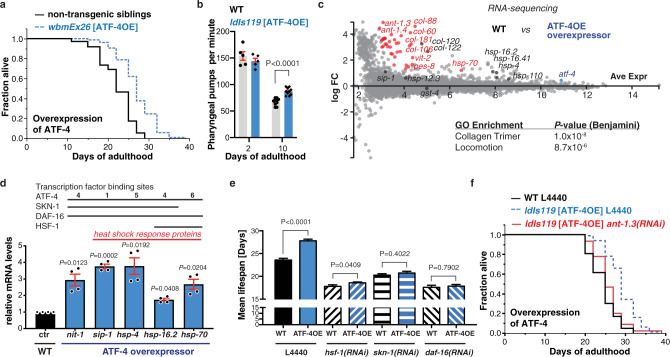
ATF-4 overexpression is sufficient to increase lifespan. **a** Transgenic animals (*wbmEx26* [P*atf-4*::ATF-4(gDNA)::GFP]) that overexpress ATF-4 (ATF-4OE) live longer compared to their non-transgenic siblings. **b** Pharyngeal pumping rate is similar at day 2 of adulthood between ATF-4OE (*ldIs119* [P*atf-4*::ATF-4(gDNA)::GFP]) and WT, but higher in ATF-4OE at day 10 of adulthood, suggesting an improved healthspan. For the complete time-course of pharyngeal pumping rate during ageing, see Supplementary Data 2. Mean ± SEM. At least 5 worms were examined for each genotype and time point in one experiment. Unpaired two-tailed *t*-test. **c** MA (log ratio and mean average)-plot of RNA sequencing analysis comparing ATF-4OE(*ldIs119*) to WT, showing absolute log fold change (FC). In red, highlighted genes with FDR < 0.1 and log FC > 1 compared to WT. In black, genes with FDR > 0.1. Details are in Supplementary Data 3. **d** Validation by qRT-PCR of genes differentially expressed in ATF-4OE(*ldIs119*), using two new independent biological samples of about 200-215 animals each measured in duplicates. Mean ± SEM. *P* values relative to WT determined by one sample *t*-test, two-tailed, hypothetical mean of 1. The numbers of ATF4 binding sequences (-TGATG-)^27,28^ are indicated in Supplementary Data 4. The DAF-16 and SKN-1 transcription factor binding sites are based on ChIP data from www.modencode.org (Supplementary Data 5). **e** Longevity conferred by ATF-4OE(*ldIs119*) is abolished by knockdown of *hsf-1, skn-1,* or *daf-16*. Mean ± SEM of Kaplan–Meier survival plot. *P*-value determined by log-rank. *n* = 1 biological replicate. **f** The mitochondrial ATP translocase *ant-1.3* is required for ATF-4 overexpression induced longevity. For statistical details and additional lifespan trials in (**a**), (**e**), and (**f**), see Supplementary Data 1.

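RNA was sequenced from *C. elegans* of 3 genotypes at the L4 stage: wild type (WT, strain N2), the deletion mutant *atf-4(tm4397)* and ATF-4OE, whose integrated transgene *ldIs119* carries extra *atf-4* and the marker gene *rol-6*. Each group had 3 replicates of about 20000 animals, and the 3 genotypes of a replicate were grown at the same time at 20 °C. The cholesterol in the buffer of the L1 arrest is given as 10 µg/ml by the paper and as 10 mg/ml by the sample labels. The 9 poly(A) libraries were sequenced together as single reads of 50 bp. The authors aligned the reads to WBcel235, counted them per gene, discarded transcripts under 1 CPM and scaled the counts to RPKM. They deposited RPKM, centred and scaled values, and values for the 39 most regulated genes. The steps between neighbouring RPKM values give depths of 23.9 to 35.2 M reads per library (median 27.5 M). By the names used here, depths were 25.0 to 28.6 M reads in WT, 26.9 to 30.5 M in the mutant and 23.9 to 35.2 M in ATF-4OE.

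The RPKM sheet and the centred and scaled sheet hold the same 9 libraries, since each library's values in one lie on a straight line against its values in the other (largest deviation 4.99e-07). Only 3 of the 9 libraries carry the same genotype name in both sheets, and the other 6 carry another genotype. Each genotype group of the RPKM sheet holds a library of every genotype of the centred and scaled sheet. If the latter names are right, comparisons under the RPKM sheet's names set mixed groups against each other and cannot show an effect of genotype. The sheet of most regulated genes gives all 9 libraries the genotype of the centred and scaled sheet. By its replicate numbers, the RPKM sheet's groups named WT, *atf-4(tm4397)* and ATF-4OE are replicates 1, 2 and 3 of the 3 genotypes. Comparisons under the RPKM sheet's names then set replicates against each other. The paper's table of 400 regulated genes lists differences that match the names of the centred and scaled sheet for 400 of 400 genes within 0.001, and those of the RPKM sheet for 0 of 400. The names of the centred and scaled sheet were therefore used here, a choice made after the values were seen; the planned analysis was RPKM under the names of its own sheet. Each library's lowest value was set to 0 and its sum to 1000000, so that levels are parts of 1000000 (ppm) and a constant multiple of RPKM within a library. Genes with at least 5 ppm in at least 1 library (11287 genes) were compared on log2(level + 1) with limma, all 9 libraries in 1 fit, and p was adjusted by Benjamini-Hochberg. A gene passed the test (rose or fell) at an adjusted p under 0.1, and it was called where its log2 fold change was also beyond 1 in size.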

To identify longevity-promoting mechanisms that are enhanced by ATF-4, we used RNA sequencing (RNA-seq) to compare gene expression profiles in *atf-4* loss-of-function or ATF-4OE animals compared to WT under non-stressed conditions (Supplementary Fig. 3a, b, Supplementary Data 3). 

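In ATF-4OE animals, most measured genes for epidermal antimicrobial peptides, neurons and body wall muscle were higher than in WT, and most of those for lysosomal proteases, the intestine, the methionine and folate cycles and the propionate shunt were lower. As whole lists, only the antimicrobial peptides also passed the gene set test with an estimated correlation. The transgene also carries an allele of the cuticle collagen gene *rol-6* as its marker. An effect of this marker or of the strain on any of these lists cannot be told apart from one of ATF-4. All 15 measured epidermal antimicrobial peptide genes, which the skin expresses on infection or wounding, were higher than in WT (15 when adjusted over the list alone). Among them, *nlp-34* rose from 20.1 ± 5.71 to 245 ± 20.3 ppm (SD, n = 3 each; log2 fold change 3.57, limma adjusted p = 1.57e-05) and *nlp-29* from 39.6 ± 8.88 to 428 ± 60.5. Of 17 neuronal genes 15 rose and none fell (15 adjusted over the list alone). The gene for GABA synthesis, *unc-25*, rose from 19.1 ± 1.92 to 69.4 ± 7.06 (log2 fold change 1.81, limma adjusted p = 0.000139). Of 30 genes for FMRFamide-like neuropeptides 23 rose, *flp-12* and *flp-15* among them, and none fell (24 higher adjusted over the list alone). Of 24 body wall muscle genes 19 rose and none fell (22 higher adjusted over the list alone), including the troponin I gene *tni-1*, from 162 ± 9.08 to 292 ± 18.0.

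Lysosomal protease genes fell in 19 of 21 cases and none rose (20 lower adjusted over the list alone). This list was made from gene names (*asp*, *cpr*, *cpl* and *cpz*) and not from where the proteins act. It therefore does not show a change in lysosomes. The aspartyl protease gene *asp-13* fell from 484 ± 135 to 105 ± 28.1, and the cathepsin B-like *cpr-6* had a log2 fold change of -1.66 (limma adjusted p = 0.00177). Of 11 genes of intestinal identity and structure 7 fell and none rose (10 lower adjusted over the list alone). Expression of *pept-1*, the intestinal peptide transporter, went from 187 ± 13.7 to 90.1 ± 11.6, and that of *vha-6*, an intestinal proton pump subunit, from 337 ± 28.2 to 195 ± 27.6. In the methionine and folate cycles 13 of 16 genes fell and none rose (13 adjusted over the list alone). Methionine synthase reductase, *mtrr-1*, fell from 305 ± 22.8 to 93.6 ± 19.6, and *pmt-2*, a methyltransferase of phosphatidylcholine synthesis, from 1220 ± 111 to 567 ± 93.8. All 5 genes of the propionate shunt, which breaks down propionate when vitamin B12 is scarce, fell (5 adjusted over the list alone), with *acdh-1* at 3100 ± 241 in WT and 1120 ± 213 in ATF-4OE. Of 19 genes of fatty acid desaturation and elongation 12 fell (1 higher and 12 lower adjusted over the list alone), among them the desaturase gene *fat-6*, from 273 ± 34.8 to 142 ± 14.8. The *atf-4(tm4397)* mutant against WT also had lower lysosomal protease (median log2 fold change -0.35, camera adjusted p = 0.00355) and intestinal genes (-0.34, 1.72e-05). Fatty acid genes (-0.18, 0.0205) and the methionine and folate cycles (-0.19, 0.087) were lower there too, but not the propionate shunt (0.9). No list passed there with an estimated correlation (smallest adjusted p = 0.816). No member of these lists passed the test for single genes there. Splits of the same libraries that mix WT and mutant passed 5 to 15 lists at the preset correlation, where the real split passed 10. Both comparisons use the same 3 WT libraries, so the lower lists of the mutant are no independent observation.

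The limma gene set test camera with a preset correlation of 0.01 gave an adjusted p over the 30 lists of 3.3e-12 for the antimicrobial peptides (adjusted p = 0.0468 with an estimated correlation). It gave 5.87e-08 for the neuronal genes (adjusted p = 0.269 with an estimated correlation) and 4.56e-08 for the FMRFamide-like peptides (adjusted p = 0.322 with an estimated correlation). Muscle genes had 6.95e-08, lysosomal proteases 5.45e-09, intestinal genes 1.03e-05, the methionine and folate cycles 2.44e-07, the propionate shunt 1.48e-06 and the fatty acid genes 2.4e-05. Each of these last 6 lists had an adjusted p = 0.234 with an estimated correlation. Splits of the same 6 libraries that mix WT and ATF-4OE passed 7 to 22 lists at the preset correlation, where the real split passed 19. A low p at that correlation therefore does not by itself show an effect of genotype.

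At the threshold of these list counts (adjusted p under 0.1, no fold limit), 2493 of the 11287 genes were higher and 1629 lower in ATF-4OE than in WT. With the paper's fold limit as well, 679 were higher and 334 lower (limma, Benjamini-Hochberg), 370 and 205 with a pseudocount of 4, and 1260 and 862 on the centred and scaled values, which have no fold limit. The 3 ATF-4OE libraries lay all above or all below the 3 WT libraries for 48.1% of the genes, where chance gives 10%. In *atf-4(tm4397)* animals 3 genes were higher and 2 lower than in WT (limma, 1176 genes at an unadjusted p under 0.05; 3 and 1 on the centred and scaled values). Without ATF-4OE replicate 1, 220 genes were lower in ATF-4OE. For the mutant, 37 genes were higher and 7 lower without WT replicate 1, 35 and 8 without mutant replicate 1, and 1 was higher without WT replicate 2 or without mutant replicate 2. Under the names of the RPKM sheet limma called 0 of 10378 genes in ATF-4OE and 0 in the mutant, with 1.39% and 1.0% of the genes at an unadjusted p under 0.05. The groups of that sheet each mix the genotypes as named here, so its comparisons cannot show an effect of genotype. By the replicate numbers of the sheet of most regulated genes, they set replicates against each other. Several lists ran the other way by camera there: higher were the lysosomal proteases (adjusted p = 0.0168), the intestinal genes (0.0629), the methionine and folate cycles (0.128) and the propionate shunt (0.708), and lower were the neuronal genes (0.0978), the FMRFamide-like peptides (0.0027) and the antimicrobial peptides (0.327).

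**Figure D1:**
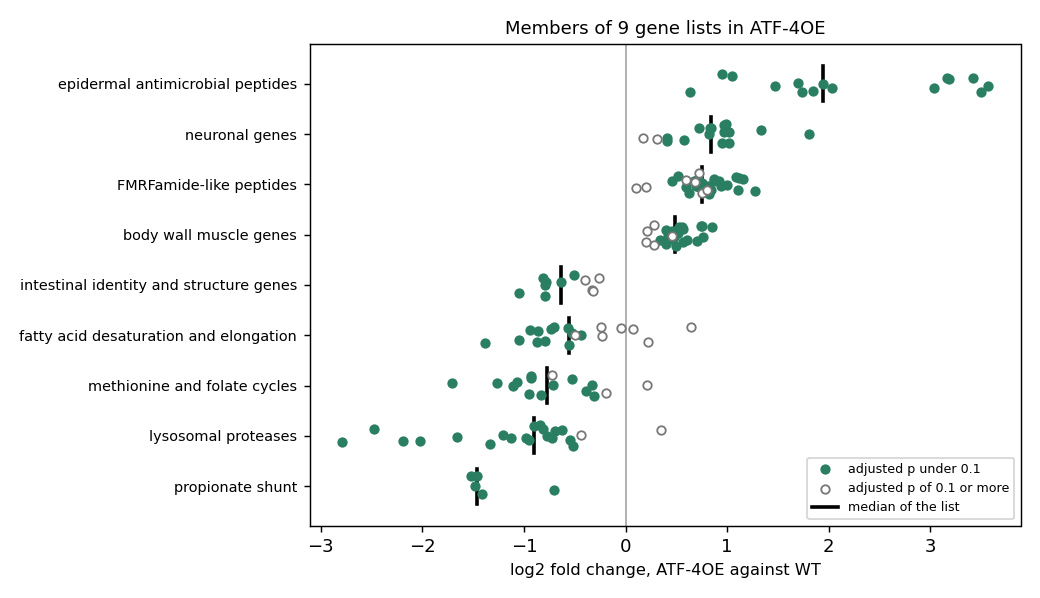
Log2 fold changes in ATF-4OE against WT (horizontal axis) of the measured members of 9 gene lists (vertical axis). Each point is a gene, filled where its adjusted p is under 0.1, and each bar is the list's median, which is 1.94 for the epidermal antimicrobial peptides and -0.90 for the lysosomal proteases.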

Only a modest number of genes were detectably up- or downregulated by *atf-4* loss or overexpression, respectively (Fig. 3c, Supplementary Fig. 3c, d). 

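Small heat shock protein genes moved both ways in ATF-4OE animals. The genes *hsp-43*, *hsp-12.1*, *hsp-12.2* and *sip-1*, all of the alpha-crystallin family of small chaperones, rose together with *hsp-90*, whereas *hsp-12.3* and *hsp-12.6* fell. Expression of *hsp-43* rose from 28.8 ± 4.42 to 81.7 ± 13.4 ppm (SD, n = 3 each; log2 fold change 1.47, SE 0.19, limma adjusted p = 0.00121). *sip-1*, whose human counterpart is CRYAA, was at 4.07 ± 1.34 in WT and 9.05 ± 0.881 in ATF-4OE (log2 fold change 1.01, SE 0.38, limma adjusted p = 0.0743). *hsp-12.3* went from 24.8 ± 8.90 to 7.15 ± 2.23 (log2 fold change -1.65, SE 0.50, limma adjusted p = 0.0377). The cytosolic chaperone gene *hsp-70* was at 94.0 ± 28.2 in WT and 74.0 ± 36.3 in ATF-4OE, and its log2 fold change of -0.40 did not pass the test (limma adjusted p = 0.544). The heat-inducible *hsp-16.2* had a log2 fold change of -0.21 (limma adjusted p = 0.72) and its neighbour *hsp-16.41* one of -0.07 (limma adjusted p = 0.904). Neither *hsp-4*, the chaperone of the endoplasmic reticulum, at 0.32 (limma adjusted p = 0.414) nor *hsp-110* at -0.05 (limma adjusted p = 0.896) passed the test. Of the 17 heat shock protein genes measured, 5 were higher and 2 lower (5 and 2 adjusted over the list alone). As a set they did not pass camera (mean log2 fold change 0.04, median -0.05, adjusted p = 0.558). The genes *hsp-12.2* and *hsp-12.6*, named after their values were seen, had log2 fold changes of 0.95 (limma adjusted p = 0.0464) and -1.69 (limma adjusted p = 0.0459). The test was no longer passed without WT replicate 3 (adjusted p = 0.157 for *hsp-12.2*, 0.129 for *hsp-12.3* and 0.148 for *hsp-12.6*), without ATF-4OE replicate 1 (0.169, 0.138 and 0.133 for the same genes and 0.148 for *sip-1*), without WT replicate 1 (0.105 for *hsp-12.6* and 0.195 for *sip-1*), without WT replicate 2 (0.147 for *sip-1*), without ATF-4OE replicate 2 (0.157 for *sip-1*) and without ATF-4OE replicate 3 (0.143 for *hsp-12.6* and 0.157 for *sip-1*). On the centred and scaled values, of the 7 genes only *hsp-43* and *hsp-12.3* passed the test (adjusted p = 0.107 for *hsp-12.1*, 0.115 for *hsp-12.2*, 0.798 for *hsp-12.6*, 0.138 for *hsp-90* and 0.21 for *sip-1*). By the names of the RPKM sheet, the planned ones, the directions turn. There *hsp-70*, *hsp-16.2*, *hsp-16.41*, *hsp-110* and *hsp-12.3* had log2 fold changes of 1.18, 1.08, 0.99, 0.49 and 0.54 (limma adjusted p = 1 each), and the heat shock proteins were higher as a set (camera adjusted p = 4.69e-11). The groups of that sheet each mix the genotypes as named here, so these values cannot show an effect of ATF-4OE.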

Notably, ATF-4 overexpression upregulated several small heat shock protein (HSP) genes that are also controlled by HSF-1/HSF (heat shock factor) and DAF-16/FOXO (Fig. 3d), and are typically induced by longevity-assurance pathways^1^. Each of the ATF-4-upregulated chaperone genes *sip-1*/CRYAA, *hsp-70*/HSPA1L, *hsp-16.2*/HSPB1, and *hsp-12.3/HSPB2* was required for lifespan extension from ATF-4 overexpression (Supplementary Fig. 3e; Supplementary Data 1). Translation of *atf-4* was increased within minutes by a heat shock (Supplementary Fig. 3f), suggesting that ATF-4 functions in tandem with HSF-1/HSF1. Together, the data suggest that ATF-4 enhances proteostasis mechanisms that have been linked to longevity.

Other findings further linked ATF-4 to longevity-associated mechanisms. 

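Cuticle collagen genes, which encode the main structural proteins of the worm's outer coat, were more often higher than lower in ATF-4OE animals. The transgene's marker *rol-6* is itself a cuticle collagen gene and was left out of this list. Its effect on the other collagens cannot be told apart from that of ATF-4. Of 118 measured collagen genes 33 rose and 8 fell (33 and 8 adjusted over the list alone). *col-141* rose from 1.84 ± 0.328 to 15.6 ± 5.94 ppm (SD, n = 3 each; limma adjusted p = 0.000559) and *col-101* from 1.56 ± 0.571 to 14.2 ± 1.68 (limma adjusted p = 0.000889). *col-96* had a log2 fold change of 2.74 (limma adjusted p = 0.00106) and *col-150* one of 1.28 (limma adjusted p = 0.00254). The 6 collagen genes of Fig. 3c that could be measured did not pass the test. Their log2 fold changes were -1.93 for *col-88* (SE 1.60, limma adjusted p = 0.402), -2.36 for *col-60* (SE 1.50, limma adjusted p = 0.277), -1.64 for *col-181* (SE 1.51, limma adjusted p = 0.454), -1.34 for *col-106* (SE 1.04, limma adjusted p = 0.369), -2.30 for *col-120* (SE 1.51, limma adjusted p = 0.291) and -0.60 for *col-122* (SE 1.39, limma adjusted p = 0.773). The planned names of the RPKM sheet form groups that each mix the genotypes as named here. Under them all 6 collagens were above 0, at 3.09, 2.85, 2.32, 2.19, 2.57 and 2.23 in the same order (limma adjusted p = 1 each, unadjusted p of 0.0273 to 0.0778). By the names used here their levels differed widely between WT libraries, as for *col-88* at 43.9 ± 70.9 in WT and 2.32 ± 1.81 in ATF-4OE. Spermatogenesis genes also varied among the WT libraries, with median log2 levels of 1.35, 0.29 and 3.11. Moulting genes, which are expressed in cycles as each new cuticle is made, were higher in 8 of 23 cases and lower in none (8 adjusted over the list alone). These 8 included the transcription factor genes *grh-1* (log2 fold change 0.85) and *nhr-23* (log2 fold change 0.99). Moulting genes were higher as a list in the *atf-4(tm4397)* mutant against WT too (median log2 fold change 0.58, camera adjusted p = 1.78e-06). They did not pass camera there with an estimated correlation (adjusted p = 0.816) or on the centred and scaled values (0.349), and 0 of the 23 passed the test over all genes. Both comparisons with WT use the same 3 WT libraries and are not independent. In ATF-4OE against the mutant 1 moulting gene was higher and 4 lower (median -0.04, camera adjusted p = 0.59). With the RPKM sheet's names they were lower as a list in ATF-4OE (camera adjusted p = 0.0164) and in the mutant (0.0308) against WT.

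By camera the collagens were higher as a set, with an adjusted p of 0.0671 (adjusted p = 0.322 with an estimated correlation). Their median log2 fold change was 0.38 and their mean -0.04. The moulting genes had an adjusted p of 0.0244 (adjusted p = 0.704 with an estimated correlation). The collagens no longer passed camera without ATF-4OE replicate 2 (adjusted p = 0.232), without *atf-4(tm4397)* replicate 2 (adjusted p = 0.133) and on the centred and scaled values (adjusted p = 0.211). *col-120* passed the test, as lower, without WT replicate 2 (adjusted p = 0.0929) and with library weights (adjusted p = 0.0989).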

ATF-4 overexpression increased expression of the cytoprotective gene *nit-1/*Nitrilase (Fig. 3d), a canonical target of the xenobiotic response regulator SKN-1/NRF^25^, along with expression of collagen genes that are typically upregulated by SKN-1/NRF in response to lifespan extension interventions (Fig. 3c)^26^. The 3 kb predicted promoter regions of many ATF-4-upregulated genes included not only the binding consensus for mammalian ATF4 (-TGATG-)^27,28^, but also sites for DAF-16, HSF-1, and SKN-1 (Fig. 3d, Supplementary Data 4, 5). Furthermore, many genes that were upregulated by ATF-4 overexpression had been detected in chromatin immunoprecipitation (ChIP) analyses of these transcription factors (Supplementary Fig. 3g, Supplementary Data 5). Each of those transcription factors is critical for lifespan extension arising from suppression of translation^10,11^, and we determined that they are also needed for longevity conferred by ATF-4 overexpression (Fig. 3e, Supplementary Data 1). 

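The paper's table of regulated genes counts the TGATG sites within 3 kb upstream of each gene. By the paper's counts there are 8 upstream of the galectin gene *lec-4*, 6 upstream of *C02D5.4*, the ortholog of the glutathione transferase GSTO1, and 5 upstream of *atf-4* itself and of *lec-5*. The paper counts 3 sites for *cth-2* and for *lec-2*, 2 for *F22F7.7* and 1 for the glutamate transporter gene *glt-1*. The marker gene *rol-6*, which the transgene also carries, has 4. Of the 200 most upregulated genes of that table 193 have at least 1 site, and so do 185 of the 200 most downregulated (Fisher's exact test, two-sided, p = 0.123). The mean number of sites was 3.43 ± 2.05 (SD) upstream of the 200 upregulated genes and 3.42 ± 2.13 upstream of the 200 downregulated genes (permutation test with 100000 resamples, two-sided, p = 0.961). Among the genes also called here, 105 higher genes have a site and 3 have none, as do 70 and 5 of the lower genes (Fisher's exact test, two-sided, p = 0.276). The genome sequence was not searched here, and the sites for DAF-16, HSF-1 and SKN-1 were not analysed here.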

ATF-4 overexpression also robustly upregulated two adenine nucleotide translocase genes (ANT; *ant-1.3* and *ant-1.4*, Fig. 3c). 

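The adenine nucleotide translocases exchange ADP and ATP across the inner mitochondrial membrane, and 3 of their 4 genes were measured. *ant-1.3* (chromosome IV of WBcel235, 9708168 to 9709305) was at 10.3 ± 11.0 ppm in WT and 2.57 ± 1.64 in ATF-4OE (SD, n = 3 each). Its log2 fold change was -1.22 (SE 1.19, limma adjusted p = 0.477). *ant-1.4* (chromosome IV, 8459178 to 8460308) was at 11.1 ± 11.1 in WT and 2.50 ± 1.73 in ATF-4OE, a log2 fold change of -1.44 (SE 1.19, limma adjusted p = 0.399). The differences of both genes were smaller than the spread among the WT libraries. The planned names of the RPKM sheet form groups that each mix the genotypes as named here. Under them both genes turn to higher, with log2 fold changes of 1.92 (limma adjusted p = 1, unadjusted p = 0.0552) and 2.01 (limma adjusted p = 1, unadjusted p = 0.0524), and the translocases were higher as a set (camera adjusted p = 0.0164). *ant-1.1*, the most abundant of the 3, was at 3350 ± 113 in WT and 3340 ± 134 in ATF-4OE (log2 fold change 0.00, limma adjusted p = 0.969). None of the 3 genes passed the test over all genes or when adjusted over the list alone. As a set they did not pass camera (median log2 fold change -1.22, adjusted p = 0.542). In the *atf-4(tm4397)* mutant *ant-1.3* was at 11.3 ± 17.9 and *ant-1.4* at 11.8 ± 18.8. Spermatogenesis genes, of which 53 were measured, also had their widest spread in the mutant, where their median log2 level was 0.30, 3.69 and 0.06 in the 3 libraries.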

The ANT complex is important for transport of ATP from the mitochondrial space into the cytoplasm, as well as for mitophagy^29^. Both *ant-1.3* and *ant-1.4* were required for longevity by ATF-4 overexpression (Fig. 3f, Supplementary Data 1). Together, our findings suggest that while the transcriptional impact of ATF-4 may seem limited in breadth, it cooperates with other longevity factors to enhance the activity of multiple mechanisms that protect cellular functions, thereby driving lifespan extension.

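Among the genes of other longevity-linked stress responses, several detoxification genes fell in ATF-4OE animals and the unfolded protein responses changed in few members. Of 12 measured detoxification genes controlled by SKN-1, 5 fell and none rose (7 lower adjusted over the list alone). The glutathione transferase genes *gst-10* and *gst-7* fell from 279 ± 65.8 to 96.2 ± 16.9 and from 92.9 ± 3.20 to 65.0 ± 3.67 ppm (SD, n = 3 each; limma adjusted p = 0.00303 and 0.00363). *gst-4*, a common reporter of SKN-1 activity, fell from 33.4 ± 3.33 to 20.9 ± 8.44 (log2 fold change -0.71, limma adjusted p = 0.0594). The nitrilase gene *nit-1* was at 15.6 ± 2.19 in WT and 18.2 ± 1.27 in ATF-4OE (log2 fold change 0.22, limma adjusted p = 0.271, and 0.0826 with library weights). Of 10 measured targets of DAF-16, 4 fell and 1 rose (5 and 1 adjusted over the list alone). The aquaglyceroporin gene *aqp-1* fell from 45.9 ± 6.17 to 19.4 ± 1.3, and *lea-1*, which protects against desiccation, rose from 40.3 ± 4.62 to 75.9 ± 18.4. Intestinal genes fell in these libraries too. Whether the falls in the SKN-1 and DAF-16 lists are apart from that was not tested, so they do not show lower activity of SKN-1 or DAF-16. In the unfolded protein response of the endoplasmic reticulum 2 of 19 genes rose and 1 fell (1 and 1 adjusted over the list alone), with its transcription factor gene *xbp-1* at a log2 fold change of 0.46 (limma adjusted p = 0.00361). In the mitochondrial unfolded protein response 1 of 9 genes rose, its transcription factor gene *atfs-1* (log2 fold change 0.49, limma adjusted p = 0.0671, and 0.109 with replicate as a block; none adjusted over the list alone).

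By camera the SKN-1 genes were lower as a set, with an adjusted p of 0.0138 (adjusted p = 0.234 with an estimated correlation), and so were the DAF-16 targets, with 0.0222 (adjusted p = 0.234 with an estimated correlation; with the planned names of the RPKM sheet they ran higher and did not pass, adjusted p = 0.218). The endoplasmic reticulum genes had an adjusted p of 0.426 (0.0862, as lower, without WT replicate 2) and the mitochondrial genes one of 0.701. *gst-4* and *atfs-1* no longer passed the test without WT replicate 1 (adjusted p = 0.156 and 0.129), WT replicate 3 (0.127 and 0.211), ATF-4OE replicate 1 (0.161 and 0.194) or ATF-4OE replicate 3 (0.175 and 0.178), and on the centred and scaled values (0.258 and 0.115). From its expression data and its lifespan trials, the paper proposes that ATF-4 works with other longevity factors to raise the activity of several protective mechanisms.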

### ATF-4 increases lifespan through H_2_S production

To identify ATF-4-regulated genes that are conserved across species and might be particularly likely to have corresponding roles in humans, we queried our ATF-4OE vs WT RNA-seq results, and compared the top 200 significantly upregulated *C. elegans* genes against 152 mammalian genes that are thought to be regulated directly by ATF4^28^. 

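The genes *F22F7.7*, *C02D5.4*, *glt-1* and *cth-2*, which act in or near the reverse transsulfuration pathway from methionine to cysteine and glutathione, all rose in ATF-4OE animals. *F22F7.7*, the ortholog of the glutathione-degrading enzyme CHAC1 (chromosome V of WBcel235, 2131473 to 2140042), rose from 9.03 ± 2.35 to 128 ± 5.48 ppm (SD, n = 3 each; log2 fold change 3.71, SE 0.23, limma adjusted p = 4.58e-05). *C02D5.4*, the GSTO1 ortholog (chromosome III, 8552165 to 8553842), rose from 84.9 ± 11.5 to 431 ± 62.7 (log2 fold change 2.33, SE 0.14). The glutamate transporter gene *glt-1* (chromosome X, 3496026 to 3499169) rose from 68.2 ± 12.7 to 125 ± 16.7 (log2 fold change 0.87, SE 0.18, limma adjusted p = 0.00848). *cth-2*, which encodes the H_2_S-producing cystathionine gamma-lyase (chromosome II, 7056184 to 7057960), rose from 191 ± 48.3 to 289 ± 3.52 (log2 fold change 0.63, SE 0.23, limma adjusted p = 0.0696) and was at 149 ± 37.9 in the *atf-4(tm4397)* mutant. Like *glt-1*, it passed the test without reaching the fold limit of a called gene. It no longer passed with replicate as a block (adjusted p = 0.104) and with median-ratio scaling (log2 fold change 0.58, adjusted p = 0.104). The same held without WT replicate 2 (log2 fold change 0.40, adjusted p = 0.184) and without ATF-4OE replicate 1 (adjusted p = 0.16), replicate 2 (adjusted p = 0.129) or replicate 3 (adjusted p = 0.152). By the names of the RPKM sheet, the planned ones, none of the 4 passed (log2 fold changes of 0.14, -0.01, -0.26 and -0.04, limma adjusted p = 1 each). The groups of that sheet each mix the genotypes as named here.

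The galectin genes *lec-4*, *lec-2* and *lec-5*, of which only *lec-4* reached the fold limit, rose with log2 fold changes of 1.58 (limma adjusted p = 0.00235), 0.85 (limma adjusted p = 0.00142) and 0.68 (limma adjusted p = 0.00553). Of 25 measured genes of transsulfuration and H_2_S metabolism named by the paper 6 rose and 4 fell (6 and 4 adjusted over the list alone). The sulfurtransferase gene *mpst-7* had a log2 fold change of 0.98 (limma adjusted p = 0.00467), whereas its paralog *mpst-3* had one of -1.15 (limma adjusted p = 0.00178). *rhy-1*, a regulator of the hypoxia response, fell from 28.6 ± 9.74 to 8.83 ± 2.61 (limma adjusted p = 0.00563). As a set these genes did not pass camera (adjusted p = 0.636). Among all 218 measured orthologs of mammalian ATF4 targets 50 rose and 38 fell (50 and 41 adjusted over the list alone; camera adjusted p = 0.789). The 200 genes with the largest log2 fold changes held 4 of these orthologs, where chance gives 3.86 (Fisher's exact test, one-sided, p = 0.543): *F22F7.7*, *C02D5.4*, *lec-4* and the matrix metalloprotease gene *zmp-3* (log2 fold change 1.62, named after its values were seen). Ranked by the difference of the centred and scaled values, the top 200 held 5 (Fisher's exact test, one-sided, p = 0.344), now with *cth-2* and *lec-5* and without *zmp-3*.

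**Figure D2:**
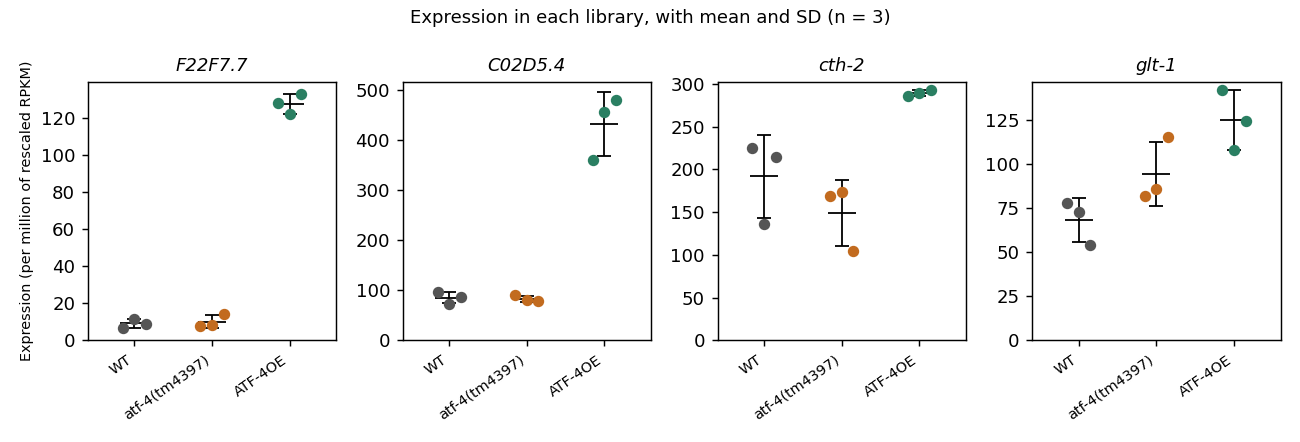
Levels of *F22F7.7*, *C02D5.4*, *cth-2* and *glt-1* in ppm (vertical axes) in the 3 libraries each of WT, *atf-4(tm4397)* and ATF-4OE, as points with the mean and SD. The ATF-4OE libraries of *F22F7.7* average 128 against 9.03 in WT, and those of *cth-2* average 289 against 191.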

Seven orthologues of these genes were upregulated in ATF-4OE (Fig. 4a, Supplementary Data 4), four of which encoded components of the reverse transsulfuration (hereafter referred to as transsulfuration) pathway (*cth-2*/CTH), or associated mechanisms (*glt-1*/SLC1A2, *C02D5.4*/GSTO1, and *F22F7.7*/CHAC1) (Fig. 4b, Supplementary Data 4). The transsulfuration pathway provides a mechanism for utilising methionine to synthesize cysteine and glutathione when their levels are limiting^30^, but the CTH enzyme (cystathionine gamma-lyase, also known as CGL or CSE) also generates H_2_S as a direct product. Underscoring the potential importance of the H_2_S-generating enzyme CTH-2 for ATF-4 function, the levels of its mRNA and protein were each increased by ATF-4 overexpression (Fig. 4c–e, Source data File).

**Fig. 4:**
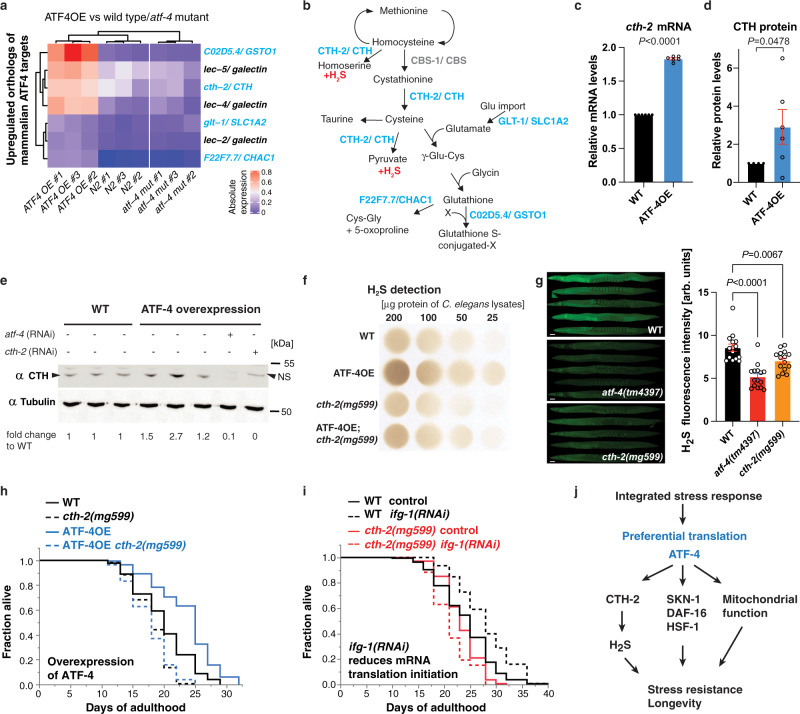
ATF-4 overexpression increases H_2_S levels via cystathionine gamma-lyase, which is required for longevity. **a** Heatmap of gene expression in ATF-4OE (*ldIs119*), wild type (N2), and *atf-4(tm4397)* showing genes whose orthologs are directly regulated by mammalian ATF4 (Details are in ‘Methods’, Supplementary Data 4). Absolute levels of expression were compared. Genes in light blue are predicted to be involved in the transsulfuration pathway, which is shown in (**b**). **c** ATF-4OE(*ldIs119*) showed higher *cth-2* mRNA levels compared to WT by qRT-PCR. *n* = 3 independent biological samples in duplicates (each over 200 L4 worms). Mean ± SEM. *P* values relative to WT determined by one-sample *t*-test, two-tailed, a hypothetical mean of 1. **d** Quantification of CTH protein levels in ATF-4OE(*ldIs119*) compared to WT. *n* = 6 independent biological trials probed in 3 western blots. One-tailed *t*-test. **e** Western blots showing an ATF-4-induced increase in CTH levels was abolished by *atf-4* or *cth-2* knockdown. NS = non-specific band. **f** ATF-4 overexpression increases H_2_S production capacity in a *cth-2-*dependent manner. Additional biological trials are shown in Supplementary Fig. 4d. For H_2_S quantification, see Supplementary Data 12. **g** Representative fluorescent microscopy images and quantification showing that H_2_S levels in vivo were decreased in either *atf-4(tm4397)* or *cth-2(mg599)* mutants compared to WT. Data are represented as Mean ± SEM. *n* = 3 biological replicates of a total of 15 worms per condition. *P* values to WT are unpaired *t*-test, two-tailed. Scale bar = 50 μm. **h** Lifespan extension induced by ATF-4 overexpression depends upon *cth-2*. **i** Lifespan extension induced by *ifg-1* knockdown requires *cth-2*. **j** Model for how ATF-4 promotes stress resistance and longevity. For statistical details and additional trials in (**h**) and (**i**), see Supplementary Data 7. For western blots, source data are provided in Source data File.

Regulation of amino acid biosynthesis genes is a conserved ATF4 function^13^, and reduced levels of methionine^31^ and higher levels of H_2_S^32,33^ have each been linked to longevity. We did not detect any differences in the relative abundance of amino acids between ATF-4OE and WT animals (Supplementary Data 6), suggesting that ATF-4 is unlikely to influence longevity by altering amino acid levels. By contrast, ATF-4 overexpression consistently increased H_2_S production capacity in a *cth-2-*dependent manner (Fig. 4f, Supplementary Fig. 4a–d). Using the fluorescent H_2_S probe MeRho-Az^34^, we also found that H_2_S levels are reduced by mutation of either *atf-4* or *cth-2* (Fig. 4g). Taken together, our data indicate that ATF-4 promotes H_2_S production by acting through CTH-2. The increases in longevity and stress resistance that are conferred by ATF-4 overexpression were abrogated by *cth-2* mutation or knockdown (Fig. 4h, Supplementary Fig. 4e, Supplementary Data 1, 7). Similarly, *ifg-1/*eIF4G knockdown failed to extend lifespan in *cth-2* mutant animals (Fig. 4i). We conclude that the increase in H_2_S production that derived from CTH-2 upregulation is a critical and beneficial aspect of ATF-4 function (Fig. 4j).

An important consequence of increased H_2_S levels is an increase in the proportion of protein cysteine thiols (-SH) that are converted to persulfides (-SSH)^35,36^. Redox modification at reactive cysteine residues is critical in growth signalling and other mechanisms^36^, and in *C. elegans* thousands of redox-regulated cysteine residues are present in proteins that are involved in translation regulation, lipid and carbohydrate metabolism, stress signalling, and other fundamental biological processes^37^. Under oxidising conditions, these thiols are readily converted to sulfenic acids (–SOH), which is a reversible and in many cases regulatory modification that can proceed to irreversible and potentially damaging oxidized forms (–SO_2_H, –SO_3_H) (Fig. 5a)^36^. H_2_S converts –SOH to –SSH in the process called persulfidation, preventing protein overoxidation and thereby preserving protein functions under stressed conditions (Fig. 5a)^35,36^. The levels of overall protein persulfidation (PSSH) can be visualised in individual animals by using chemical probes and confocal microscopy^35^. In *C. elegans* PSSH levels are decreased by mutation of the *cth-2* paralog *cth-1*, suggesting that they depend upon a background level of H_2_S produced by the latter^35^. We found that PSSH levels are also reduced by mutation of either *cth-2* or *atf-4*, and are modestly increased by ATF-4 overexpression (Fig. 5b, c). Taken together, our results show that ATF-4 acts through multiple mechanisms to promote stress resistance and longevity, and that a CTH-2-driven increase in H_2_S production and persulfidation is an essential aspect of this program.

**Fig. 5:**
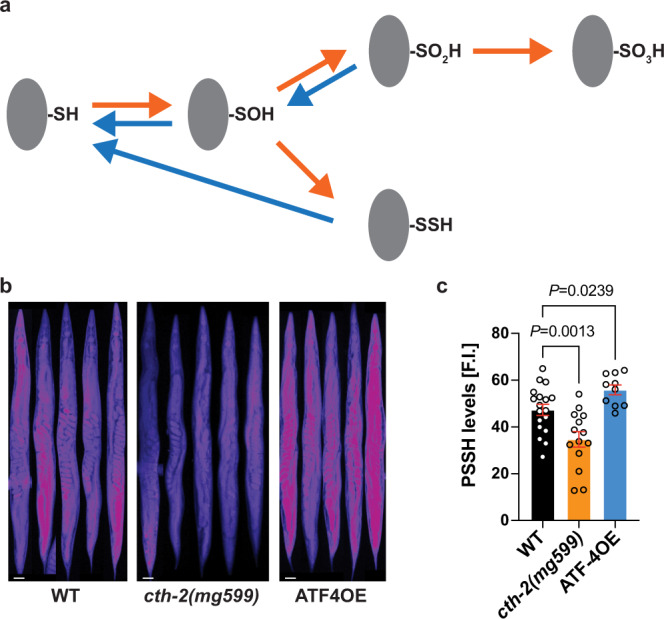
ATF-4 and CTH-2 regulate protein persulfidation levels. **a** Schematic diagram showing that the thiol group (–SH) of reactive cysteine residues in proteins can undertake various redox states. Sulfenylation (–SOH) can be reversed, particularly efficiently through the intermediate of persulfidation (–SSH), but sulfinylation (–SO_2_H) is reversible only within peroxiredoxins and sulfonylation (–SO_3_H) is irreversible^35,37^. Arrows in orange indicate oxidation processes while those in blue indicate reduction processes. **b** Representative fluorescent images and quantification (**c**) showing that ATF-4OE exhibited higher persulfidation levels, while *cth-2(mg599)* animals exhibited lower global persulfidation levels, compared to WT. Data are represented as Mean ± SEM. *n* = 3 biological replicates of at least 10 worms per condition. Scale bar = 50 μm. F.I. = fluorescent intensity. *P* values to WT are unpaired *t*-test, two-tailed.

### A partial role for ATF-4 in some lifespan extension programs

Given that *atf-4* is required for lifespan extension in response to reduced translation, we investigated whether *atf-4* and its transcriptional target *cth-2* might be generally required for *C. elegans* longevity. Although ATF4/ATF-4 has been implicated in responses to mitochondrial stress or protein synthesis imbalance^27,38^, *atf-4* was dispensable for the increases in lifespan or oxidative stress resistance that follow from developmental impairment of mitochondrial function (Supplementary Fig. 5a–c, Supplementary Data 1, 8). The extent of lifespan extension by reduced insulin/IGF-1 signalling or germ cell proliferation was decreased by *atf-4* mutation but did not depend upon *cth-2*, consistent with other transsulfuration components and H_2_S producers being implicated in the latter pathway (Supplementary Fig. 5d, e, Supplementary Data 1)^39^. The ATF-4-CTH-2 pathway of H_2_S production may therefore be fully essential specifically when lifespan extension is driven by suppression of protein synthesis.

We also investigated whether the ATF-4-CTH-2 pathway might be involved in longevity induced by DR, which extends lifespan in essentially all eukaryotes. An increase in H_2_S production capacity has been implicated in mediating some DR benefits in mammals^33^. In *C. elegans*, *atf-4* was not required for lifespan to be extended by a liquid culture food-dilution DR protocol but was partially required for lifespan extension in the genetic DR-related model *eat-2(ad1116)* (Supplementary Fig. 5f, Supplementary Data 1). Consistent with these findings, transsulfuration pathway genes other than *cth-2* are also partially required for *eat-2* lifespan extension^33,35^, suggesting that in *C. elegans* other pathways than ATF-4-CTH-2 might also increase H_2_S production during DR. In mammals, restriction of sulfur-containing amino acids (methionine and cysteine) acts through ATF4 and CTH to boost endothelial H_2_S levels and angiogenesis^40^, and multiple longevity interventions increase CTH mRNA levels^41^, suggesting a possible role for the ATF4-CTH pathway in DR. Supporting this idea, our bioinformatic analysis revealed that CTH mRNA levels were increased in various mouse tissues in response to DR (32/36 profiles), rapamycin (4/6 profiles), or growth hormone insufficiency (8/8 profiles) (Supplementary Fig. 5g, Supplementary Data 11). Therefore, ATF4-induced H_2_S upregulation is likely to be evolutionarily conserved as a contributor to lifespan extension.

### Longevity from mTORC1 suppression is driven by ATF-4 and H_2_S

Because mTORC1 inhibition increases lifespan in part by reducing protein synthesis^2,5,6^, we hypothesized that ATF-4 might be activated and required for lifespan extension when mTORC1 is inhibited. The heterodimeric RAG GTPases transduce amino acid signals to activate mTORC1 signalling, and are composed of RAGA-1 and RAGC-1 in *C. elegans*. mTORC1 is required for *C. elegans* larval development^2^, but lifespan can be increased by RNAi-mediated knockdown of either *raga-1* or *ragc-1* during adulthood, or by a partial loss-of-function mutation of *raga-1*^2,3^. The former strategy allows mTORC1 activity to be reduced without any associated developmental effects. Adulthood RAG gene knockdown reduced protein synthesis (Fig. 2g, h), consistent with previous studies of mTORC1^2,3^, but did not induce eIF2α phosphorylation (Fig. 2e, f). Under these conditions P*atf-4(uORF)*::GFP expression was increased robustly even when eIF2α phosphorylation was blocked genetically (Fig. 6a, b, Supplementary Data 9). We conclude that ATF-4 is preferentially translated when mTORC1 activity is reduced and translation rates are low, and that this occurs independently of the canonical ISR mechanism of increased eIF2α phosphorylation.

**Fig. 6:**
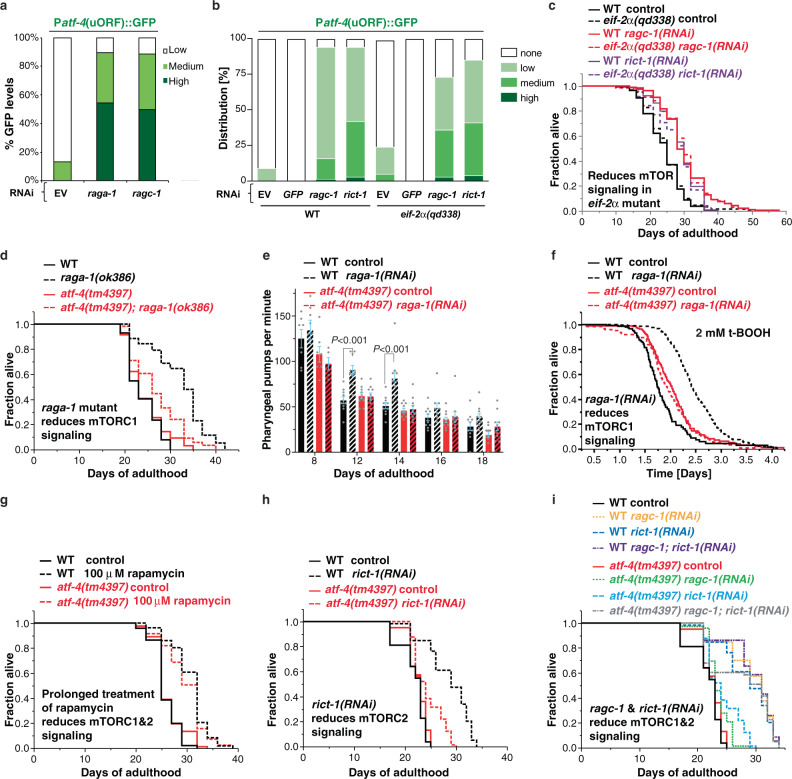
ATF-4 is essential for longevity from reduced mTORC1 activity. **a** Inhibition of mTORC1 by either *raga-1* or *ragc-1* knockdown led to preferential translation of ATF-4. RNAi treatments were initiated at the L4 stage, with GFP intensity scored at day 3 of adulthood. **b** Inhibition of mTORC1 or mTORC2 by knockdown of *ragc-1* or *rict-1*, respectively, leads to preferential translation of ATF-4. Similar effects were observed in WT and *eif-2*α*(qd338)* mutants. **c** Post-development knockdown of *raga-1* or *rict-1* extends lifespan in both WT and *eif-2*α*(qd338)* mutants. **d** Mutation in *raga-1* increases lifespan in an *atf-4*-dependent manner. **e** Reducing mTORC1 signalling by adulthood specific *raga-1* knockdown improves healthspan dependent upon *atf-4*, as assessed by pharyngeal pumping rate. Mean ± S.E.M. *P* values relative to WT of the corresponding day with One-way ANOVA with post hoc Dunnett’s multiple comparisons test. **f** Adult-specific knockdown *raga-1* increases oxidative stress resistance (2 mM tert-butyl hydrogen peroxide (tBOOH)) in an *atf-4*-dependent manner. RNAi was started at the L4 stage, and stress resistance was measured at day 3 of adulthood with the lifespan machine (See Supplementary Data 10 for details). **g** Rapamycin treatment during adulthood extends lifespan independently of *atf-4*. **h** Adult-specific knockdown of the mTORC2 subunit *rict-1* extends lifespan in an *atf-4*-dependent manner. **i** Adult-specific inactivation of both mTORC1 and mTORC2 increases lifespan independently of *atf-4*. For statistical details and additional trials in (**a**), (**b**), see Supplementary Data 9. For statistical details and additional lifespan trials in (**c**), (**d**), (**g**)-(**i**), see Supplementary Data 1.

Importantly, the increases in lifespan extension, stress tolerance, and healthspan that resulted from loss of either *raga-1* or *ragc-1* function required *atf-4* but not phosphorylation of eIF2α (Fig. 6c–f, Supplementary Figs. 2c, 5c, 6a, Supplementary Data 1–2, 7, 8, 10), consistent with our analyses of P*atf-4(uORF)*::GFP activation. In a single trial, the longevity induced by *raga-1* knockdown was blunted by ATF-4 overexpression, suggesting that too much ATF-4 activity might be harmful (Supplementary Fig. 2c), but this has been observed for some other pro-longevity factors^25^. In summary, the data demonstrate that ATF-4 activation plays an essential role in the benefits of reducing mTORC1 activity.

Having determined that *atf-4* is required for mTORC1 suppression to extend lifespan, we were surprised to find that *atf-4* was dispensable for lifespan extension from rapamycin treatment, even though rapamycin increased ATF-4 translational reporter expression (Fig. 6g, Supplementary Fig. 6b, Supplementary Data 1, 9). Notably, mTOR is present in both the mTORC1 and mTORC2 complexes (Supplementary Fig. 6c)^3^. mTORC2 is not as well understood as mTORC1, but it functions in growth signalling and its activation involves binding to the ribosome, suggesting an association with translation regulation (Supplementary Fig. 6c)^42^. Rapamycin mechanistically inhibits mTORC1 activity, but continuous rapamycin treatment also reduces mTORC2 activity by blocking complex assembly^43,44^, leading us to investigate the possible involvement of *atf-4* in mTORC2 effects. Knockdown of the essential mTORC2 subunit RICT-1 (Rictor) suppressed translation (Fig. 2g, h) and increased P*atf-4*(uORF)::GFP expression independently of eIF2α phosphorylation (Figs. 2e, f, 6b, Supplementary Data 9). The effects of mTORC2 on *C. elegans* lifespan are complex, but adulthood RNAi knockdown of *rict-1* extends lifespan^2,6^. Lifespan extension by *rict-1* knockdown required *atf-4* (Fig. 6h, Supplementary Data 1). Interestingly, however, simultaneous inactivation of mTORC1 and mTORC2 by knocking down both *raga-1* and *rict-1* extended lifespan independently of *atf-4* (Fig. 6i, Supplementary Data 1), as occurred with rapamycin treatment, suggesting that when the activity of both mTOR complexes is suppressed the requirement for *atf-4* is relieved.

We investigated whether an ATF-4-mediated increase in H_2_S production is required for lifespan extension arising from inhibition of mTORC1 or mTORC2. Genetic inhibition of either mTORC1 or mTORC2 increased H_2_S production capability in an *atf-4*-dependent manner (Fig. 7a, b, Supplementary Fig. 6d, e). Furthermore, the ATF-4 target gene *cth-2* was required for the increased lifespan of animals with reduced mTORC1 or mTORC2 activity (Fig. 7c, d, Supplementary Data 1, 7), suggesting that an ATF-4/CTH-2-mediated increase in H_2_S production is essential for the benefits of either mTORC1 or mTORC2 inhibition. Knockdown of *cth-2* prevented mTORC1 inhibition from increasing stress resistance, further supporting this idea (Extended data Fig. 6f). Interestingly, simultaneous knockdown of *raga-1* and *rict-1* dramatically increased H_2_S production capability, and this was greatly reduced but not eliminated in the *atf-4* loss-of-function mutant (Supplementary Fig. 6g). This result, together with the dispensable role for ATF-4 in longevity under these conditions, suggests that simultaneous inhibition of both mTOR complexes mobilizes mechanisms that increase lifespan independently of *atf-4* and possibly H_2_S.

**Fig. 7:**
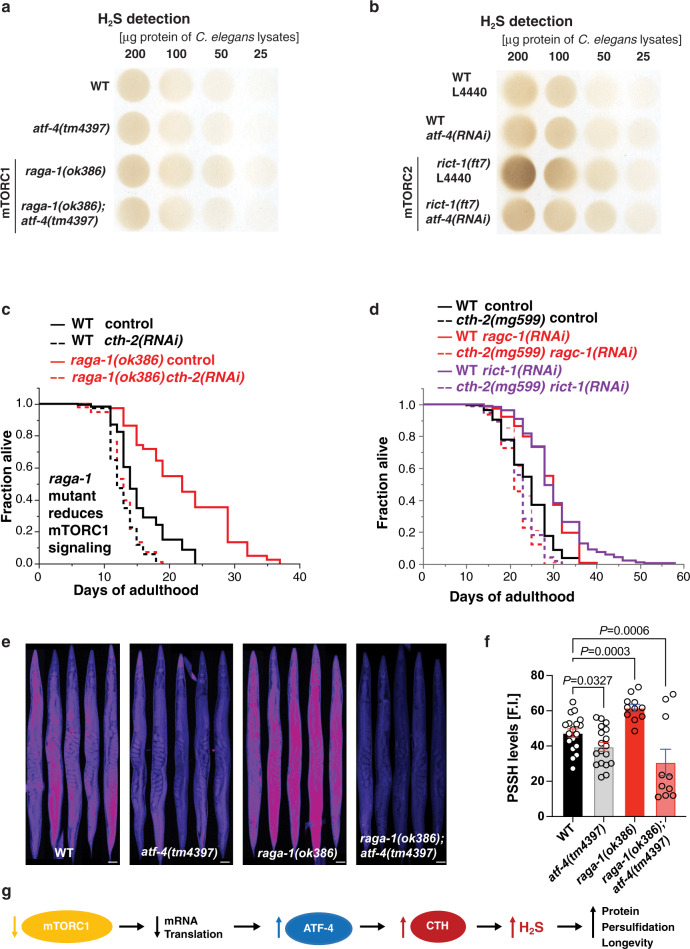
Longevity from mTOR inhibition upregulates H_2_S and requires *cth-2*. **a** Assay of *C. elegans* lysates showing that *raga-1* mutation increased H_2_S production capacity in an *atf-4*-dependent manner. Two additional independent biological trials are shown in Supplementary Fig. 6d. **b** Assay of *C. elegans* lysates showing that *rict-1* mutation increased H_2_S production capacity in an *atf-4*-dependent manner. An additional independent biological trial is in Supplementary Fig. 6e. **c** Longevity of *raga-1(ok386)* mutants is ablated by *cth-2* knockdown. This particular experiment was performed at 25 °C. **d** Longevity induced by adult-specific knockdown of either *raga-1* or *rict-1* depends upon *cth-2*. **e**, **f** Representative images showing persulfidation levels in WT (N2), *cth-2 (mg599)*, *atf-4 (tm4397)*, *raga-1 (ok386)*, and *raga-1;atf-4* mutants. Data are represented as Mean ± SEM. *n* = 3 biological replicates of at least 10 worms per condition. Scale bar = 50 μm. *P* values to WT are unpaired *t*-test, two-tailed. **g** Inhibition of mTORC1 promotes longevity by increasing ATF-4 expression and stimulating H_2_S production. For H_2_S quantification in (**a**, **b**), see Supplementary Data 12. For statistical details and additional lifespan trials in (**c**, **d**), see Supplementary Data 1.

The observation that PSSH levels are reduced by lack of either ATF-4 or CTH-2 (Figs. 5b, c, 7e, f) suggests that the ATF-4/CTH-2 pathway might increase persulfidation in response to interventions that boost H_2_S production through this pathway, including mTORC1 inhibition. Accordingly, in *raga-1* mutant adults PSSH levels were elevated in an *atf-4*-dependent manner (Fig. 7e, f). Taken together, our results show that reduced mTORC1 signalling leads to preferential translation of ATF-4, which acts through CTH-2 to promote stress resilience and healthy ageing by increasing H_2_S production, and possibly through the resulting increase in PSSH levels across the proteome (Fig. 7g).

## Discussion

We have identified ATF-4, the transcriptional effector of the ISR, as a pro-longevity factor that can extend *C. elegans* lifespan when overexpressed. Furthermore, conditions that reduce mRNA translation, including mTORC1 inhibition, increase ATF-4 expression without activating canonical ISR signalling that is downstream of eIF2α phosphorylation, and require ATF-4 for lifespan extension. Previous studies revealed that longevity arising from inhibition of translation depends upon preferential translation of protective genes^45^ and increased transcription of stress defence genes^6,10^. Our findings link these mechanisms by revealing that preferentially translated ATF-4 cooperates with DAF-16/FOXO, HSF-1/HSF, and SKN-1/NRF to drive protective gene transcription. Viewed alongside the well-documented pro-longevity activity of *S. cerevisiae* Gcn4 (ATF-4 ortholog)^17,18^ and evidence that ATF-4 levels and activity are increased in long-lived mouse models^46,47^, our results indicate that ATF-4 has an ancient and broadly conserved function in promoting longevity.

A striking aspect of our findings is that the longevity and health benefits of ATF-4 depend upon activation of its target transsulfuration pathway gene *cth-2*, and the resultant increase in H_2_S production. For many years an understanding of how H_2_S might promote health and longevity proved to be elusive^48^, but recent work has implicated increased PSSH and its salutary effects on the proteome^35^. This modification protects the proteome from the effects of oxidative stress by “rescuing” sulfenylated cysteine residues from the fate of further oxidation (Fig. 5a), declines during ageing, and is increased in other long-lived models^35^. Here we demonstrated that PSSH levels were increased or decreased by ATF-4 overexpression or *cth-2* mutation, respectively, and that mTORC1 inhibition increased PSSH levels through ATF-4 (Figs. 5, 7). These results provide the first definition of a regulatory pathway through which a pro-longevity intervention increases H_2_S and PSSH levels (Fig. 7g). Although persulfides can be introduced during translation^40^, our results align with previous evidence that H_2_S levels may largely determine the extent of this protective cysteine modification^35^. It was particularly intriguing that the ATF-4/CTH-2 pathway, which boosts H_2_S formation and PSSH levels, was required for lifespan extension from mTORC1 suppression. This ATF-4/H_2_S-induced posttranslational shift in PSSH levels could influence many biological functions, including the activity of redox-regulated signalling pathways^35,37^, making it of interest to elucidate how these modifications mediate the downstream effects of mTORC1 signalling.

Our data add to the evidence that translation suppression is an essential effector of the longevity effects of mTORC1 inhibition^5,6^. We were surprised, however, to find that mTORC2 knockdown decreased protein synthesis levels and depended upon ATF-4 for lifespan extension (Figs. 2, 6). It will be very interesting to elucidate the mechanisms underlying the former observation. It was also surprising that either simultaneous mTORC1 and mTORC2 inhibition or rapamycin extended lifespan independently of ATF-4, suggesting that when both mTOR complexes are inhibited an independent mechanism compensates for lack of ATF-4. An understanding of how this occurs is likely to identify additional mechanisms that promote longevity.

Our evidence that reduced mTORC1 activity promotes longevity by increasing ATF-4 levels contrasts with mammalian evidence that pharmacological mTORC1 inhibition reduces ATF4 translation^20,41^. However, those findings were obtained in cultured cells in which mTORC1 activity was elevated genetically or by growth factor treatment, a very different scenario from adult *C. elegans* in vivo, in which growth has largely ceased and most tissues are post-mitotic. It seems logical that mTORC1 might increase ATF4 translation under the former conditions, given the importance of mTORC1 for translation of many genes and the need to maintain amino acid levels under conditions of high growth activity. On the other hand, it is consistent with our *C. elegans* results that analyses of mouse liver found that ATF4 protein levels and activity are increased in long-lived models that include rapamycin treatment and nutrient restriction^46,47^, and that mTORC1 hyperactivation (TSC1 deletion) decreases CTH expression and prevents DR from increasing *CTH* mRNA levels^33^. It will be interesting in the future to determine how mammalian mTORC1 influences ATF4 in vivo under different conditions, including analysis of tissues with varying rates of growth and levels of mTORC1 activity.

Although inhibition of mTORC1 has received widespread enthusiasm as an anti-ageing strategy, mTORC1 maintains fundamental processes that include protein synthesis, mRNA splicing, and metabolic pathways^2,3,41,49,50^, suggesting that not all effects of mTORC1 suppression are necessarily beneficial. Similarly, although conditions that suppress ISR signalling can promote longevity through effects on selective translation^15^, ISR signalling through eIF2α contributes to lifespan extension from reduced insulin/IGF-1 signalling^24^, and our results demonstrate that the downstream ISR effector ATF-4 is a potent pro-longevity factor. Furthermore, while pharmacological ISR inhibition preserves cognitive functions during ageing by maintaining protein synthesis^14,16^, our findings suggest that ISR suppression could reduce levels of H_2_S, which has been shown to prevent neurodegeneration^51,52^. In these and other settings, targeted mobilisation of beneficial mechanisms that are activated by ATF-4, including H_2_S production, might be of promising long-term value. Consistent with this notion, H_2_S confers many cardiovascular benefits in mammals, including a reduction in blood pressure^52,53^, and patients suffering from vascular diseases show reduced CTH and H_2_S levels^54^, prompting clinical trials of H_2_S-releasing agents for cardiovascular conditions (NCT02899364 and NCT02278276). It could be of considerable value to examine the potential benefits of ATF4 and H_2_S in various settings, including the prevention of ageing-related phenotypes and disease.

## Methods

### Strains

*Caenorhabditis elegans* strains were maintained on NGM plates and OP50 *Escherichia coli* bacteria. LD1499 [P*atf-4*(uORF)::GFP::*unc-54*(3’UTR)] was made by Chi Yun (1.8 kb promoter 5′ of *atf-4* including both uORFs into pPD95.75)^55^. All strains used are listed in Supplementary Table 1. The *C. elegans* work described here was not covered by regulations concerning the ethical treatment of animals and did not require approval by a committee.

### Generation of transgenic lines

To construct a translational fusion of ATF-4 with GFP, the plasmid pWM48 (P*atf-4*::ATF-4(gDNA)::GFP::*unc-54*(3’UTR)) was generated by introducing the 1.8 kb promoter region 5′ of *atf-4* and the *atf-4* genomic sequence into pAD1. This construct was used to generate two independent transgenic lines: *wbmEx26* [pWM48 (P*atf-4*::ATF-4(gDNA)::GFP::*unc-54*(3’UTR), pRF4 (*rol-6(su1006)*)] and *wbmEx27* [pWM48 (P*atf-4*::ATF-4(gDNA)::GFP::*unc-54*(3’UTR), pRF4 (*rol-6(su1006)*)]. UV irradiation was used for integration resulting in *ldIs119* from *wbmEx26* and *ldIs120-1* from *wbmEx27*, which were outcrossed 8-10x against N2.

### Genomic organisation and alignments

Alignment of *C. elegans* ATF-4 (T04C10.4, WBGene00000221, 208 amino acids, www.wormbase.org) with human ATF4 (350 amino acids, P18848; www.uniprot.org) or ATF5 (282 amino acids, Q9Y2D1; www.uniprot.org) sequences was performed by T-COFFEE (Version_11.00.d625267). The *atf-4* genomic representation was made using Exon‐Intron Graphic Maker (http://wormweb.org/exonintron) from Nikhil Bhatla. DNA and mRNA sequences were from www.wormbase.org (WS258). For human *ATF4* GenBank BC008090 mRNA sequence was used. The uORFs were predicted with ApE- A plasmid Editor v2.0.50b3. For amino acid alignments T-COFFEE (Version_11.00.d625267) was used.

### Ribosome profiling analysis

Ribosome profiling sequencing data were downloaded from the NCBI Sequence Read Archive (S.R.A.) (http://www.ncbi.nlm.nih.gov/sra/) under accession number SRA055804. Data were analyzed as described^54^: Data analysis was performed with the help of Unix-based software tools. First, the quality of raw sequencing reads was determined by FastQC (Andrews, S. FastQC (Babraham Bioinformatics, 2010)). Reads were then filtered according to quality via FASTQ for a mean PHRED quality score above 30 (http://usegalaxy.org/u/dan/p/fastq). Filtered reads were mapped to the worm reference genome (Wormbase WS275) using B.W.A. (version 0.7.5), and S.A.M. files were converted into B.A.M. files by SAMtools (version 0.1.19). Read counts were then assigned to each gene or non-coding RNA. Library sizes were normalized using the EdgeR software package and the TMM normalization mode. Ribosome profiling was computed separately for each library as the average normalized read counts across all for normalized libraries. Thus, the mapped reads were determined and normalized based on library size for each transcript in each ribosome profiling library. The ATF-4 coverage data for each larval stage (L1, L2 and L4) and for the whole transcript (including 5’UTR, exons and 3’UTR) were calculated and exported by SAMtools. The stage-specific averaged coverage data for each gene were plotted using R (https://www.r-project.org).

### Knockdown by RNA interference

RNAi clones were obtained from the Vidal and Ahringer RNAi libraries. RNAi bacteria cultures were grown overnight in LB with carbenicillin [100 μg/ml] and tetracycline [12.5 μg/ml], diluted to an OD600 of 1, and induced with 1 mM IPTG and spread onto NGM plates containing tetracycline [12.5 μg/ml] and ampicillin [50 μg/ml]. For empty RNAi vector (EV) plasmid pL4440 was used as control.

### Manual lifespan assays

Adult lifespan was determined either with or without FUdR as described in Ewald and colleagues^56^. About 100 L4 *C. elegans* per strain were picked onto NGM plates containing OP50 bacteria. The next day, *C. elegans* (day-1-adults) were transferred onto either NGM plates containing 400 µM FUdR and OP50 bacteria or RNAi bacteria. For cycloheximide-treatment lifespan, day-1-adults were transferred on NGM OP50 plates either containing the solvent 0.25% dimethyl sulfoxide (DMSO) alone as a control or cycloheximide (Sigma #C7698) dissolved in 0.25% DMSO. The rapamycin lifespan and liquid DR lifespan assays were performed as described^6,56^. Animals were classified as dead if they failed to respond to prodding. Exploded, bagged, burrowed, or animals that left the agar were excluded from the statistics. The estimates of survival functions were calculated using the product-limit (Kaplan–Meier) method. The log-rank (Mantel–Cox) method was used to test the null hypothesis and calculate *P* values (JMP software v.9.0.2.).

### Pharyngeal pumping

Pharyngeal pumping was assessed as described previously^26^. Pharyngeal pumping was determined by counting grinder movements in 45 second intervals while the animals were feeding on the bacterial lawn.

### Puromycin assay

Puromycin incorporation and detection assays were adapted from previous studies^15,57^. Approximately 500 L4 animals were resuspended in M9 and transferred to NGM plates containing 50 µM FUdR seeded with RNAi bacteria clones. After 3 days, worms were collected in M9 and then transferred to S-basal medium. Worms were incubated with 4 ml S-Basal that contained OP50 and 0.5 mg/ml puromycin for 1 h. Afterwards, worms were washed with S-basal for three times. Protein extraction and Western blots for puromycin detection were performed as described below.

### Quantitative real-time polymerase chain reaction (qRT-PCR) assays

RNA was isolated with Trizol (TRI REAGENT Sigma), DNAse-treated, and cleaned over a column (RNA Clean & Concentrator^TM^ ZYMO Research). First-strand cDNA was synthesized in duplicate from each sample (Invitogen SuperScript III). SYBR green was used to perform qRT-PCR (ABI 7900). Primers are listed in Supplementary Table 2. For each primer set, a standard curve from genomic DNA accompanied the duplicate cDNA samples. mRNA levels relative to WT control were determined by normalizing to the number of *C. elegans* and the geometric mean of three reference genes (*cdc-42, pmp-3*, and Y45F10D.4). At least two independent biological replicates were examined for each sample. For statistical analysis, one-sample *t*-test, two-tailed, a hypothetical mean of 1 was used for comparison using Prism 6.0 software (GraphPad).

### RNA sequencing

Three independent biological replicates were prepared by using sodium hypochlorite to harvest eggs and overnight L1 arrest in M9 buffer with 10 μg/ml cholesterol to synchronize *C. elegans*. For each sample, about 20000 *C. elegans* per strain were allowed to develop to the L4 stage under normal growth conditions on NGM OP50 plates at 20 °C (about 1000 *C. elegans* per one 10 cm NGM OP50 plate). WT, *atf-4(tm4397)*, and *ldIs119* were grown at the same time for each biological replicate. *C. elegans* were washed from the culturing NGM plates and washed additional 3 times with M9 buffer to wash away the OP50 bacteria. RNA was isolated with Trizol (TRI REAGENT Sigma), DNAse-treated, and cleaned over a column (RNA Clean & Concentrator^TM^ ZYMO Research). The RNA was sent to Dana-Farber Cancer Institute Center core for sequencing (http://mbcf.dfci.harvard.edu). The RNA Integrity Number (RIN) was then assessed by using the Bioanalyzer 2100 (Agilent Technologies), and only samples with a high RIN score were used to prepare cDNA libraries. All nine samples were multiplexed in a single lane. Single read 50 bp RNA-sequencing with poly(A) enrichment was performed using a HiSeq 2000 (Illumina). We aligned the FASTQ output files to the *C. elegans* WBcel235 reference genome using STAR 2.4.0j software (http://code.google.com/p/rna-star/) with an average >80% coverage mapping the reads to the genome. The differential gene expression analysis was performed using Bioconductor (http://bioconductor.org) as described in^58^. Rsubread 1.16.1 featureCounts was used to quantify the mapped reads in the aligned SAM output files. Transcripts with <1 count per million reads were discarded. Counts were scaled to Reads Per Kilobase of transcript per Million mapped reads (RPKM) and deposited as a final output file in (Supplementary Data 3). To analyze the differential expressed genes, we compared *atf-4(tm4397)*, and *ldIs119* to wild type using Degust (http://degust.erc.monash.edu) with the following settings: RPKM with minimum 5 counts using edgeR with a false discovery rate (FDR) of 0.1 and an absolute log fold change (FC) of 1 relative to WT. Results are displayed in MA-plots. Functional annotation clustering was performed with DAVID using high classification stringencies (https://david.ncifcrf.gov).

### Comparison of RNA sequencing data with mammalian ATF4 target genes

The RNA-sequencing data described in the previous section was subjected to differential expression analysis using the limma package (Smyth, Gordon K. “Limma: linear models for microarray data.” Bioinformatics and computational biology solutions using R and Bioconductor. Springer, New York, NY, 2005. 397-420) available in the programming language R (Team, R. Core. “R: A language and environment for statistical computing.” (2013): 201). The 200 most-upregulated genes that were identified by comparison of ATF4 OE to WT and passed a Benjamini–Hochberg adjusted *P*-value threshold of 0.1 were analyzed further. Mammalian ATF4-specific gene targets were obtained from Quiros et al.^27^ and subjected to Ortholist2 to infer *C. elegans* orthologs based on a comparative genomic meta-analysis^59^. The intersection of the most-upregulated genes in our ATF4OE to WT expression analysis and the orthologs of the mammalian ATF4 targets is depicted as a heatmap showing all biological replicates (#1-3) (http://www.bioconductor.org/packages/devel/bioc/html/ComplexHeatmap.html). The *atf-4* mutant samples are shown separately since the displayed genes were selected based on the comparison between ATF4OE and WT. The absolute expression levels are displayed in a blue (low) to white (medium) to red (high) colour gradient, with genes indicated as gene names or sequence names if the former is not available. Hierarchical clustering was applied to both genes (rows) and samples (columns). Additional information: GO term enrichment yielded a significant (*P* = 0.047, Benjamini–Hochberg corrected) enrichment of the membrane raft compartment (*lec-2, lec-4, lec-5*) while no significant enrichment for GO biological process, GO molecular function, KEGG- or REACTOME pathways were found.

### Analysis of CTH expression levels in mice

Publicly-available expression datasets were analyzed to quantify the change of CTH expression levels in long-lived compared to normal-lived mice. A selected subset of comparisons displaying CTH upregulation in longevity is depicted in Fig. 6b, while the full table is provided in Supplementary Data 11. Microarray datasets and platform information were obtained from GEO (https://www.ncbi.nlm.nih.gov/geo/) followed by mapping probes to their corresponding genes and sequencing information was obtained from SRA (https://www.ncbi.nlm.nih.gov/sra) and processed using Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and Salmon^60^. Datasets were centered and scaled, and subsequently, the mean fold change, as well as its standard error, were computed for the CTH gene.

### Manual thermotolerance assays

Day-1-adults were placed on NGM OP50 plates (maximum 20 *C. elegans* per plate) and placed in an incubator at 35 °C. Survival was scored every hour. Animals were classified as dead if they failed to respond to prodding. Exploded animals or animals that moved up on the side of the plate were censored from the analysis. The estimates of survival functions were calculated using the product-limit (Kaplan–Meier) method. The log-rank (Mantel–Cox) method was used to test the null hypothesis and calculate *P* values (JMP software v.9.0.2.).

### Automated survival assays using the lifespan machine

Automated survival analysis was conducted using the lifespan machine described by Stroustrup and colleagues^61^. Approximately 500 L4 animals were resuspended in M9 and transferred to NGM plates containing 50 µM FUdR seeded with OP50 bacteria, RNAi bacteria supplemented with 100 μg/ml carbenicillin, heat-killed OP50 bacteria, or UV-inactivated *E. coli* strain NEC937 B (OP50 ΔuvrA; KanR) containing 100 μg/ml carbenicillin. For oxidative stress assays, tBOOH was added to 2 mM to the NGM immediately before pouring and seeding with heat-killed OP50 bacteria. Animals were kept at 20 °C until measurement. Heat and oxidative stress experiments were performed using regular petri dishes sealed with parafilm, while tight-fitting petri dishes (BD Falcon Petri Dishes, 50x9mm) were used for lifespan experiments. Tight-fitting plates were dried without lids in a laminar flow hood for 40 minutes before starting the experiment. Air-cooled Epson V800 scanners were utilized for all experiments operating at a scanning frequency of one scan per 10–30 min. Temperature probes (Thermoworks, Utah, U.S.) were used to monitor the temperature on the scanner flatbed and maintain 20 °C constantly. Animals which left the imaging area during the experiment were censored.

Population survival was determined using the statistical software R^62^ with the survival and survminer (https://rpkgs.datanovia.com/survminer/) packages. Lifespans were calculated from the L4 stage (=day 0). For stress survival assays the moment of exposure was utilized to define the time point zero of each experiment.

### Manual oxidative stress assay (arsenite and tBOOH)

The manual oxidative stress assays were performed as described in detail in the bio-protocol^63^. L4 worms were manually picked onto fresh OP50 plates. The next day, 10–12 day-one old *C. elegans* were transferred into 24-well plates containing 1 mL M9 Buffer in quadruplicates for each strain and condition (three wells with sodium arsenite (Sigma-Aldrich) and one well M9 as control). For tBOOH stress assay, about 80 L4 *C. elegans* per condition were picked onto fresh RNAi plates. Three days later, 20 day-three-old *C. elegans* were picked onto NGM plates containing 15.4 mM tBOOH (Sigma-Aldrich). The survival was scored every hour until all animas died. Exploded animals were excluded from the statistics. The log-rank (Mantel–Cox) method was used to test the null hypothesis and calculate *P* values (JMP software v.9.0.2.).

### Oxidative stress assay by quantifying movement

*C. elegans* were collected from NGM plates and washed four times by centrifugation, aspirating the supernatant and resuspending in fresh M9 buffer again. After the final wash, the supernatant was removed, and 10 µl of the *C. elegans* suspension pipetted into each well of a round-bottom 96-well microplate resulting in ~40–70 animals per well. To prevent desiccation, the wells were filled up immediately with either 30 µl M9, or 30 µl M9 containing 6.7 mM or 18.7 mM sodium arsenite yielding a final arsenite concentration of 0, 5, or 14 mM, respectively. Per *C. elegans* strain and conditions, we loaded two wells with M9 as control and six wells with either 5 or 14 mM arsenite as technical replicates. The plate was closed, sealed with Parafilm and briefly stirred and then loaded into the wMicrotracker device (NemaMetrix). Data acquisition was performed for 50 h, according to the manufacturer’s instructions. The acquired movement dataset was analyzed using the dplyr (https://dplyr.tidyverse.org/reference/dplyr-package.html, version 1.0.7) and ggplot2 (https://ggplot2.tidyverse.org, version 3.3.5) R packages.

### H_2_S production capacity assay

The H_2_S production capacity assay was adapted from Hine and colleagues^33^. Synchronized *C. elegans* at the L1 stage were placed on RNAi or OP50 food, and harvested from NGM plates as young adults if not specified otherwise. Afterwards, worms were washed four times by centrifugation and resuspension with M9 to remove residual bacteria. Approximately 3000 animals were collected as a pellet and mixed with the same volume of 2× passive lysis buffer (Promega, E194A) on ice. Three freeze-thaw cycles were performed by freezing the samples in liquid nitrogen and thawing them again using a heat block set to 37 °C. Particles were removed by centrifuging at 12,000 × *g* for 10 min at 4 °C. The pellet was discarded, and the supernatant used further. The protein content of each sample was determined (BCA protein assay, Thermo scientific, 23225) and the sample sequentially diluted with distilled water to the required protein mass range, usually 25–200 µg protein. To produce the lead acetate paper, we submerged chromatography paper (Whatman paper 3M (GE Healthcare, 3030-917)) in a 20 mM lead acetate (Lead (II) acetate trihydrate (Sigma, 215902-25G)) solution for one minute and then let it dry overnight. The fuel mix was prepared freshly by mixing Pyridoxal 5′-phosphate hydrate (Sigma, P9255-5G) and L-Cysteine (Sigma, C7352-25G) in Phosphate Buffered Saline on ice at final concentrations of 2.5 mM and 25 mM, respectively. A 96-well plate was placed on ice, 80 µl of each sample were loaded into each well and mixed with 20 µl fuel mix and subsequently covered using the lead acetate paper. The assay plate was then incubated at 37 °C for 3 h under a weight of approximately 1 kg to keep the lead acetate paper firmly in place. For analysis, the exposed lead acetate paper was imaged using a photo scanner. H_2_S levels were quantified as the amount of lead sulfide captured on the paper, measured by the integrated density of each well area (Supplementary Data 12). Quantification of H_2_S production was performed by measuring the integrated density using ImageJ, compared to a well next to it that contained no protein for background.

We used two approaches to monitor H_2_S levels (see below). With this strategy we detected H_2_S and not other volatile sulfur compounds. For example, methanethiol is a thiol while H_2_S is not. Although methanethiol and H_2_S are each volatile, they have distinct reactivities. The lead acetate assay detects volatile H_2_S, which generates lead sulfide (which is black). Although this assay has its limitations^52^, it does not detect methanethiol and was used in the past to distinguish those two molecules in food sample analysis^64–66^. As for the MeRho-Az probe described in the next section, the mechanism of detection is based on a difference in chemical reactivity of H_2_S vs organic thiols, as tested by the authors who developed the probe^34^.

### Detection of H_2_S levels by confocal microscopy

For the quantification of H_2_S levels, worms were synchronized and grown at 20 °C on regular NGM plates seeded with OP50-1 until they reached late L4 stage. At this point, 50 animals per strain were transferred to fresh plates containing fluorescent H_2_S probe to develop until the next day. Plates with H_2_S sensor were made by spreading 100 µl of 40 µM MeRho-Az solution (in DMSO; MeRho-Az was synthesized in-house following a previously described protocol^34^) on the plate surfaces and left to dry for at least 4 h. On the control plates, the same volume of DMSO was spread as a vehicle control. On the day 1 of adulthood, worms were collected by picking, transferred to a tube containing M9 buffer and centrifuged for 1 minute at 40 × *g* to remove bacteria. Fixation was done in 2% PFA for 20 min at 37 °C followed by incubation with 4% PFA (Sigma Aldrich, #P6148) for 20 min at RT with shaking. PFA was removed and worms were washed 3 times with PBS supplemented with 0.01% Triton and twice with PBS. PBS was removed and mounting media (Ibidi GmbH, Martinsried Germany, ref. 50001) was added directly to the tube. Worm suspension was transferred to the glass slide, covered with a cover slip and sealed with the nail polish. Samples were recorded on Leica TCS SP8 DLC Digital Light Sheet and Confocal microscope using ×10 air objective and VIS (488 nm) laser. Obtained images were first processed with Worm-align open source pipeline for straightening and then analyzed for fluorescence intensity using Cell Profiler software.

### Persulfidation detection by confocal microscopy

Worms were synchronized by putting 15 gravid adults to lay eggs for 2 h. Once the animals reached day 1 of adulthood, they were washed off the plates with M9 buffer, collected into a 1.5 ml tube, and centrifuged for 1 min at 400 × *g*. After 3 washes, M9 was removed, and worms were snap frozen in liquid nitrogen. Samples were defrosted by putting the tubes shortly in the water bath, and 200 µl of 5 mM NBF-Cl (Sigma Aldrich, #163260) in PBS supplemented with 0.01% Triton was immediately added to tubes, followed by incubation at 37 °C for 1 h with shaking. Worms were washed for 1 minute with ice-cold methanol while mixing, followed by 3 washes with PBS-Triton to remove excess NBF-Cl. Methanol/acetone fixation was performed on ice by incubating the samples in the ice-cold methanol for 5 min and then with the ice-cold acetone for 5 min. Acetone was removed, and 3 washes with PBS-Triton were performed. Samples were then again incubated with 5 mM NBF-Cl for 30 min at 37 °C to ensure complete labelling. After the washes were performed in the same order as previously described, worms were incubated with 150 µl of 25 µM DAz-2:Cy-5 click mix (mix was made in-house following a previously described synthetic protocol^35^) for 1 h at 37 °C with shaking. For the negative control, worms were incubated with 25 μM DAz-2:Cy-5 click mix prepared without DAz-2. Samples were then washed 2 times for 5 minutes with ice-cold methanol and 3 times for 5 minutes with PBS-Triton to remove excess of the preclick product. DAPI staining was performed by incubating the samples with 300 nM DAPI solution in PBS-Triton for 5 min at RT with agitation. After several washes with PBS-Triton and PBS, worms were mounted on glass slide. Samples were recorded on Leica TCS SP8 DLC Digital Light Sheet and Confocal microscope using ×10 air objective and 405 nm laser for DAPI, 488 nm laser for NBF-adducts and 635 nm laser for PSSH. Images were first processed with the Worm-align open source pipeline for straightening and then analyzed for fluorescence intensity using Cell Profiler software.

### Scoring of transgenic promoter-driven GFP

For P*atf-4*(uORF)::GFP, L4 stage transgenic animals were exposed to chemicals by top-coating with 500 μl of each reagent (alpha-amanitin (Sigma #A2263), cycloheximide (Sigma #C7698), tunicamycin (Sigma #T7765), sodium arsenite (Honeywell International #35000)) or control (DMSO or M9 buffer) onto 6 cm NGM OP50 plates for 30 min to 4 hours, except that rapamycin (LC laboratories) was added to the NGM agar as described^6^. Then GFP fluorescent levels were either (1) scored or (2) quantified. (1) GFP scoring: Transgenic animals were first inspected with a dissecting scope while on still on the plate. GFP intensity was scored in the following categories: 0 = none or very low GFP usually corresponding to untreated control, 1 = low, 2 = medium, and 3 = high GFP fluorescence visible. Animals were washed off chemical treated plates, washed again at least twice, placed on OP50 NGM plates and were picked from there and mounted onto slides and GFP fluorescence was scored using a Zeiss AxioSKOP2 or a Tritech Research BX-51-F microscope with optimized triple-band filter-sets to distinguish autofluorescence from GFP at 40x as described^67^. GFP was scored as the following: None: no GFP (excluding spermatheca), low: either only anterior or only posterior of the animal with weak GFP induction, Medium: both anterior and posterior of the animal with GFP but no GFP in the middle of the animal. High: GFP throughout the animal. *P* values were determined by Chi^2^ test. (2) Quantification of GFP fluorescent levels: Animals were washed off reagent-containing plates, washed an additional two times, then placed into 24-well plates containing 0.06% tetramisole dissolved in M9 buffer to immobilize animals. Fluorescent pictures were taken with the same exposure settings (1 s) at ×10 magnification using an Olympus Cellsens Standard Camera on an inverted microscope. GFP levels were assessed by drawing a line around the animal, measuring mean grey value and using the same area next to it for background using ImageJ. The arbitrary fluorescent value corresponds to mean grey value of the animals minus the background.

### Western blot

About 5000 *C. elegans* (L4 or day-1-adults indicated in figure legends) were sonicated in lysis buffer (RIPA buffer (ThermoFisher #89900), 20 mM sodium fluoride (Sigma #67414), 2 mM sodium orthovanadate (Sigma #450243), and protease inhibitor (Roche #04693116001)) and kept on ice for 15 min before being centrifuged for 10 min at 15,000 × *g*^68^. For equal loading, the protein concentration of the supernatant was determined with BioRad DC protein assay kit II (#5000116) and standard curve with Albumin (Pierce #23210). Samples were treated at 95 °C for 5 min, centrifuged for 1 min at 10,000 × *g* and 40 μg protein was loaded onto NuPAGE Bis-Tris 10% Protein Gels (ThermoFisher #NP0301BOX), and proteins were transferred to nitrocellulose membranes (Sigma #GE10600002). Western blot analysis was performed under standard conditions with antibodies against Tubulin (1:500, Sigma #T9026), GFP (1:1’000, Roche #11814460001), Cystathionase/CTH (1:2000, abcam #ab151769), Puromycin (1:10,000, Millipore #MABE343), and Phospho-eIF2α (Ser51) (1:1000, Cell Signaling #9721). HRP-conjugated goat anti-mouse (1:2000, Cell Signaling #7076) and goat anti-rabbit (1:2000, Cell Signaling #7074) secondary antibodies were used to detect the proteins by enhanced chemiluminescence (Bio-Rad #1705061). For loading control (i.e., Tubulin) either corresponding samples were run in parallel, membrane was cut if the size of Tubulin and protein of interest were not overlapping, membrane was incubated with loading control after detection of protein of interest on the same blot, or the blot was stripped (indicated in figure legends). For stripping, membranes were incubated for 5 min in acid buffer (0.2 M Glycine, 0.5 M NaCl, pH set to 2 with HCl) and afterwards for 10 min in basic buffer (0.5 M Tris, pH set to 11 with NaOH) and washed with TBS-T before blocking. Quantification of protein levels was determined by densitometry using ImageJ software and normalized to loading control (i.e., Tubulin). Uncropped blots are provided in the Source data File.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

## Data Availability

The RNA sequencing data in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE173799. Figure legends refer to the raw and source data. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: ATF-4 and hydrogen sulfide signalling mediate longevity in response to inhibition of translation or mTORC1
**Source:** Nat Commun. 2022 Feb 18;13:967. doi: 10.1038/s41467-022-28599-9
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

ATF-4 and hydrogen sulfide signalling mediate longevity in response to inhibition of translation or mTORC1

Cyril Statzer^{1§}, Jin Meng^{2,3,4§}, Richard Venz¹, Monet Bland^{2,3,4}, Stacey Robida-Stubbs^{2,3,4}, Krina Patel^{2,3,4}, Dunja Petrovic⁵, Raffaella Emsley⁶, Pengpeng Liu⁷, Ianessa Morantte⁸, Cole Haynes⁷, William B. Mair⁸, Alban Longchamp⁶, Milos R. Filipovic⁵, T. Keith Blackwell^{2,3,4*}, and Collin Y. Ewald^{1*}

Huntington Avenue, Boston, MA, U.S.A.

§ Authors contributed equally

[illegible]

3

binding region is more similar to that of human ATF4. Stars indicate identical amino acids among *C. elegans* ATF-4, human ATF4, and ATF5 (25 in total). Single dots indicate that size or hydropathy is conserved, while double dots indicate that both size and hydropathy are conserved between the corresponding residues. The *C. elegans* ortholog of human ATF5 is ATFS1¹. **b** Diagram of *atf-4* mRNA, mutations and RNAi clone, and the *Patf-4(uORF)::GFP* transgene. The *atf-4* mRNA has an extensive 5'UTR of 250 nucleotides containing two uORFs, of which uORF1 translates into a 39 amino acids (aa) peptide and uORF2 into a 14 aa peptide. The *tm4397* variation is an 806 base pair (bp) deletion that covers part of uORF1, uORF2, the translational start site and the first exon, suggesting that *tm4397* is a putative null allele. Our genetic analyses aside from *atf-4* RNAi would therefore affect expression of the small ORFs that are imbedded within the 5'UTR. Although such microproteins can have functions², considering the totality of evidence reported here, including the evolutionary conservation of ATF-4 regulation and functions, we conclude that it is unlikely that these small ORFs have substantially affected our results. **c** Quantification of GFP fluorescence in *Patf-4(uORF)::GFP* transgenic animals at the L4 stage treated either with cycloheximide for 1 hour or TM for 4 hours. Mean $\pm$ SEM. One-way ANOVA with post hoc Tukey. $n > 3$ biological replicates. **d** Quantification of GFP fluorescence showing the effects on ATF-4 expression of various drug treatments or interventions that reduce mRNA translation. L4 stage animals were treated either with 20 mM arsenite (an inducer of oxidative stress) for 30 min, 200 mM thapsigargin (which induces ER stress by inhibiting the ER Ca^{2+} ATPase) for 4 hours, 100 μM rapamycin (an inhibitor of mTORC1) for overnight, heat shock at 35°C for 30 min, 2% tricaine for 1 hour (which induces ER stress), 10 mM dithiothreitol (which induces reductive ER stress) for 4 hours, 10 mM cycloheximide (an inhibitor of translation elongation) for 1 hour, or 35 $\mu\text{g/ml}$ tunicamycin (a glycosylation inhibitor that induces ER stress) for 4

hours. Mean $\pm$ SEM. One-way ANOVA with post hoc Tukey. $n > 3$ biological replicates. **e** Nonsense mutation in the arginyl-tRNA synthetase *rars-1(gc47)* increased *Patf-4(uORF)::GFP* expression compared to WT at the L4 stage. Mean $\pm$ SEM. Unpaired two-tailed Student's *t*-test, hypothetical mean of 1. **f** Quantification of GFP intensity in transgenic *Patf-4(uORF)::GFP* animals at different ages showing that 25 μ M cycloheximide induced ATF-4 induction. $n=2$ independent trials. L4 animals were transferred onto plates containing either DMSO or cycloheximide with FUdR. **g** Quantification of *atf-4* mRNA levels after cycloheximide or TM treatment in L4 stage animals. $n=3$ independent trials, measured in duplicates. In one trial, *hsp-4* mRNA was assessed as a positive control for ER stress. Mean $\pm$ SEM. *P* values relative to control determined by one-sample *t*-test, two-tailed, a hypothetical mean of 1. **h** Expression levels of *atf-4* mRNA plotted as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) during development and ageing. The *atf-4* mRNA expression levels of untreated WT *C. elegans* were retrieved using the RNAseq FPKM Gene Search tool (www.wormbase.org). The boxplots represent the overall expression pattern and the color of the individual dots refer to the 32 individual studies used. **i** Hypothetical working model for *C. elegans atf-4* preferential translation, assuming that its regulation is the same as mammalian ATF4^{3,4}. The *C. elegans atf-4* gene encodes two uORFs. After translating the first uORF, the small ribosomal subunit will continue scanning along the ATF4 mRNA. Under non-stressed conditions, *i.e.*, when high amounts of the eIF2-GFP bound Met-tRNA^{Met} are available, the small ribosomal subunit will readily acquire the eIF2 ternary complex, and the large ribosomal subunit will associate to translate the second uORF. In mammalian ATF4, the ribosome disassociates from the *atf-4* mRNA after translating the last uORF. However, under stress or reduced translational conditions, *i.e.*, low amounts of the eIF2-GFP bound Met-tRNA^{Met} availability, the association of the

large to the small ribosomal subunit is delayed, whereby the inhibitory second uORF is skipped and the re-initiation complex starts to translate the ATF-4 coding region. Phosphorylation of eIF2 α subunit inhibits the guanine nucleotide exchange factor eIF2B, which lowers the exchange of the eIF2-GDP to eIF2-GTP and thereby lowers global mRNA translation initiation.

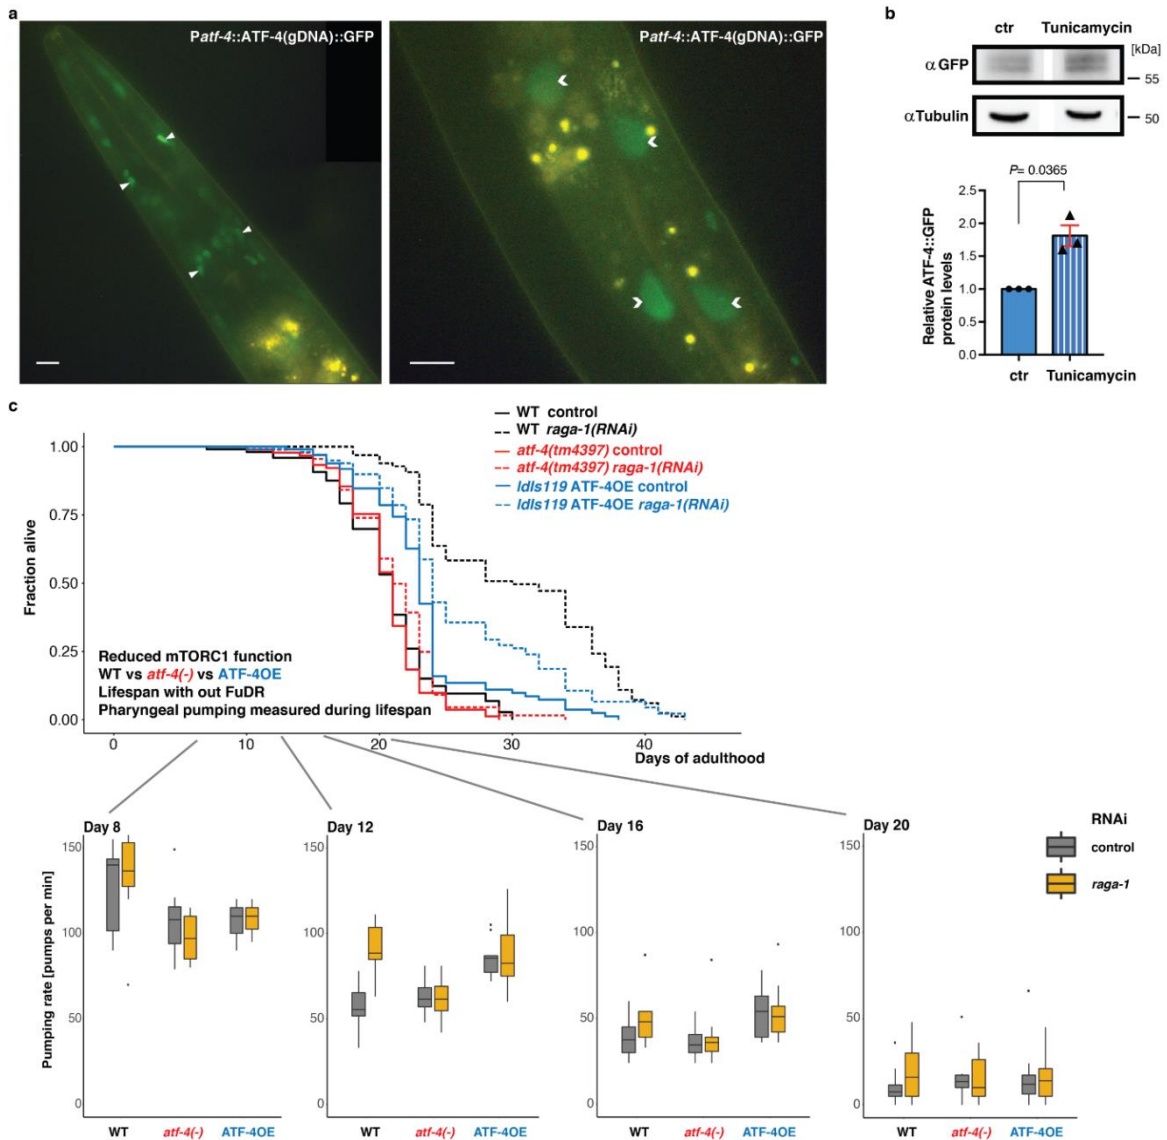

Supplementary Figure 2. Overexpression of ATF-4 increases healthspan. a

Representative images showing the expression of ATF-4 in the head (left) and mid-body (right). ATF-4::GFP (*Idls119*) is displayed in green and found predominantly in nuclei (nuclei of head neurons or glia indicated by arrowheads, intestinal nuclei indicated by chevrons). Yellow puncta are autofluorescent gut granules. 100 x magnification. Scale bar = 10 μ m. $n > 60$ animals from 3 biological replicates. **b** Western blots and quantification showing ATF-4::GFP levels in day-1-adult transgenic ATF-4OE(*Idls119*) either treated with DMSO (ctr) or 35 μ g/mL tunicamycin for 6 hours. $n = 3$ replicates. Mean $\pm$ SEM. One-sample *t*-test, two-

tailed, a hypothetical mean of 1. **c** Pharyngeal pumping measurements across the lifespan comparing WT (N2), *atf-4(tm4397)* mutants, and ATF-4OE(*lds119*) treated with either empty vector control RNAi (L4440) or *raga-1(RNAi)*, on plates that do not contain FUDR. See Supplementary Table 2 for raw data.

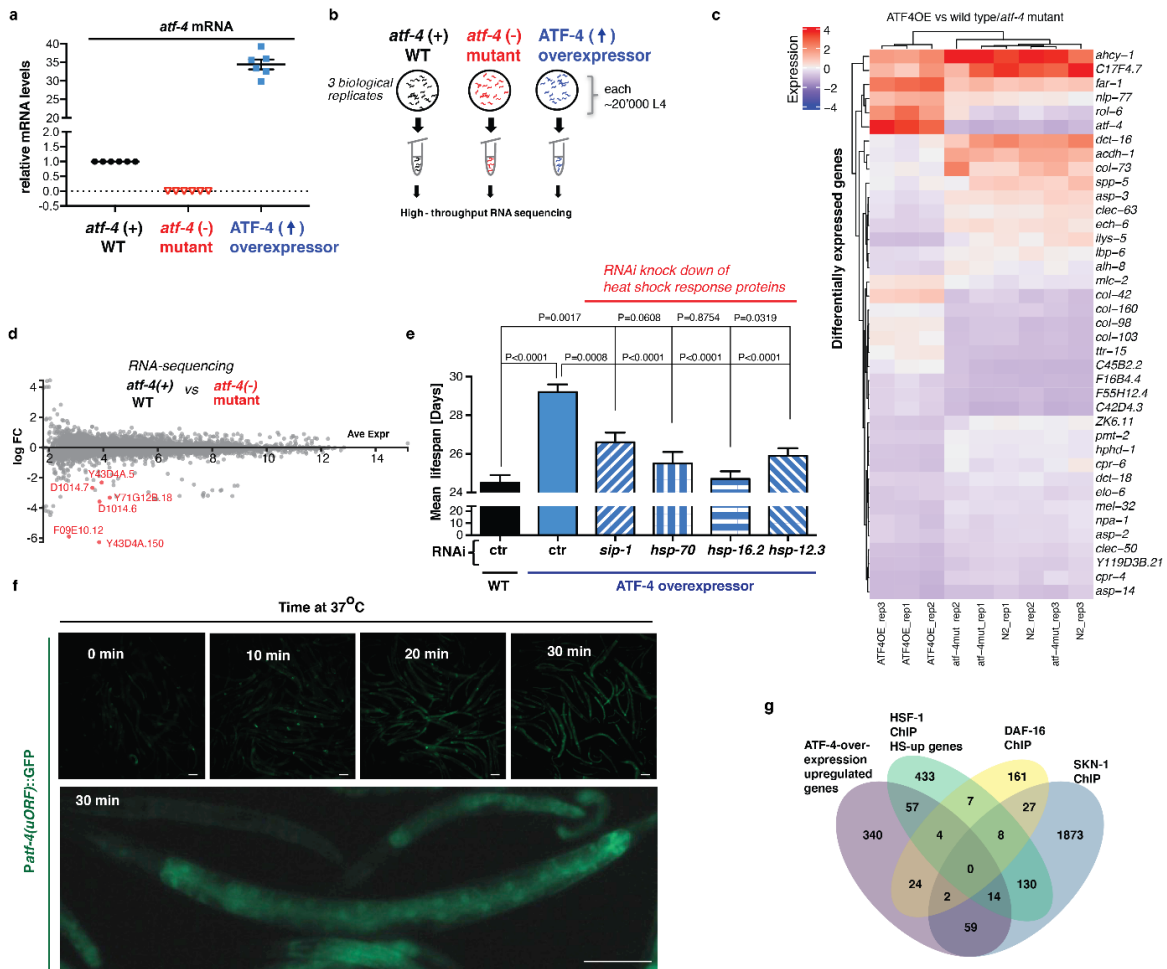

Supplementary Figure 3. RNA-sequencing reveals transcriptional targets of ATF-4. **a** Quantification of *atf-4* mRNA expression levels in *atf-4*(*tm4397*) mutants (*atf-4*(-)) and ATF-4OE(*IdIs119*) relative to wild type (*atf-4*(+) WT) animals by qRT-PCR. The same samples were used for RNA sequencing. $n=3$ independent biological replicates of about 20,000 L4 *C. elegans*. P values for both *atf-4*(*tm4397*) or ATF-4OE(*IdIs119*) are <0.0001 relative to WT determined by one-sample t -test, two-tailed, a hypothetical mean of 1. **b** Schematic representation of sample collection for RNA sequencing. See Methods for details. **c** Hierarchical clustering heatmap of the genes that are most differentially regulated in either direction when comparing ATF-4OE(*IdIs119*) to WT and *atf-4*(*tm4397*) mutants (*atf-4*(-) mutant). As expected, *atf-4* is in the top gene set. The collagen *rol-6* is the co-injection

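The *atf-4* gene (chromosome X of WBcel235, 14809156 to 14810810) was at 200, 168 and 215 ppm in the 3 WT libraries, at 3.81, 3.69 and 9.31 in the 3 *atf-4(tm4397)* libraries and at 5290, 4180 and 6850 in the 3 ATF-4OE libraries. The mean of the overexpressor was 28-fold that of WT (log2 fold change 4.78, SE 0.30, limma adjusted p = 4.58e-05), and the mutant had a log2 fold change of -4.98 (SE 0.30, limma adjusted p = 0.000442; on the centred and scaled values a difference of -0.43, adjusted p = 0.805). By the names of the RPKM sheet, the planned ones, *atf-4* had log2 fold changes of 0.11 in ATF-4OE and 0.15 in the mutant (limma adjusted p = 1 each). Each group of that sheet mixed libraries of low, middle and high *atf-4*. The transgene marker *rol-6*, a cuticle collagen gene (chromosome II, 8733050 to 8734239), rose from 713 ± 216 to 3800 ± 725 in ATF-4OE (SD, n = 3 each; limma adjusted p = 0.00106) and was at 928 ± 393 in the mutant (limma adjusted p = 0.668). Transcripts annotated beside both transgene genes were high in ATF-4OE too. The piRNA gene *21ur-15136*, next to *atf-4*, was listed at 0 in all WT libraries and at 1550 ± 404 in ATF-4OE. The noncoding gene *T01B7.11*, next to *rol-6*, was at 0.107 ± 0.186 and 370 ± 227. By the paper the transgene also carries the promoter region upstream of *atf-4*, the side on which *21ur-15136* is annotated (14812353 to 14812373). Reads at both genes may therefore come from the transgene, and these levels do not show that either gene was induced.

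Outside the transgene, the genes with the largest rises in ATF-4OE were *srlf-34*, from 4.36 ± 0.871 to 369 ± 82.4 (log2 fold change 6.10, limma adjusted p = 1.09e-06), *C27B7.9* (log2 fold change 4.85), *Y49F6B.12* (4.47), *far-3* (4.15), which encodes a fatty acid and retinol binding protein, *Y41G9A.10* (4.06), *C45B2.1* (4.03) and *fip-1* (3.85). The largest falls were those of *dod-24*, a gene of the innate immune response, from 146 ± 45.3 to 8.29 ± 9.10 (log2 fold change -4.40, limma adjusted p = 0.00236), and of the vitellogenin gene *vit-6*, which encodes a yolk protein (log2 fold change -4.24, limma adjusted p = 0.0643, and 0.117 with replicate as a block). The C-type lectin genes *clec-47* and *clec-3* had log2 fold changes of -2.98 and -2.92, and *aagr-1* one of -2.87. Of the 39 most regulated genes, which the study chose on these libraries and which are therefore not independent evidence, 14 were higher and 25 lower in ATF-4OE than in WT (14 and 25 adjusted over the list alone). By camera the list was lower as a set (median log2 fold change -0.87, adjusted p = 0.0107; adjusted p = 0.709 with an estimated correlation). The call of *vit-6* was lost without WT replicate 1 (adjusted p = 0.151), WT replicate 3 (adjusted p = 0.205) or any of the ATF-4OE replicates 1 (adjusted p = 0.175), 2 (adjusted p = 0.13) and 3 (adjusted p = 0.111), and on the centred and scaled values (adjusted p = 0.234).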

marker for the transgenic *Idls119*. Independent biological replicates are indicated as “rep#”. For details and raw data see Supplementary Table 3. **d** MA (log ratio and mean average)-plot of RNA sequencing analysis comparing *atf-4(tm4397)* mutants (*atf-4* (-) mutant) to absolute log fold-change (FC) relative to WT. 

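Apart from *atf-4*, 4 genes were called in the *atf-4(tm4397)* mutant against WT. The saposin-like gene *spp-21* (chromosome X of WBcel235, 11490130 to 11490494) was listed at 0 in all WT libraries and at 13.3 ± 3.4 ppm in the mutant (SD, n = 3; limma adjusted p = 0.00618). *T25C12.3* (chromosome X, 11491087 to 11499999) fell from 579 ± 81.6 to 98.2 ± 21.2 (log2 fold change -2.56, SE 0.24, limma adjusted p = 0.00618). *scb-1* rose from 12.0 ± 3.12 to 33.2 ± 1.3 (log2 fold change 1.42, SE 0.16, limma adjusted p = 0.0258), and *lido-11* rose from 3.22 ± 0.387 to 7.81 ± 0.275 (log2 fold change 1.07, SE 0.14, limma adjusted p = 0.0468). In the ATF-4OE libraries *T25C12.3* was below WT too (246, 236 and 409 against 596, 491 and 651). *lido-11* was above WT there too (6.59, 5.87 and 6.06 against 3, 2.98 and 3.66). *spp-21* (0, 0.168 and 0.294) and *scb-1* (10.7, 10.7 and 13.1) were near WT there. The genes named in the plot that could be measured did not pass the test: *Y43D4A.5* had a log2 fold change of -0.35 (SE 0.97, limma adjusted p = 0.913), *D1014.7* one of -1.05 (SE 1.03, limma adjusted p = 0.704), *Y71G12B.18* one of -0.69 (SE 1.2, limma adjusted p = 0.843) and *D1014.6* one of -1.05 (SE 1.27, limma adjusted p = 0.763). With the RPKM sheet's names, the planned ones, they were at -1.38, -1.73, -1.94 and -1.87 (limma adjusted p = 1 each). These 4 genes spread widely within both groups, as for *D1014.6* at 23.0 ± 19.4 in WT and 11.3 ± 13.2 in the mutant. The call of *scb-1* was lost in a fit of the 6 libraries alone (adjusted p = 0.281), without WT replicate 2 (adjusted p = 0.158) and without mutant replicate 2 (adjusted p = 0.208). That of *lido-11* was lost with replicate as a block (adjusted p = 0.425), in a fit of the 6 libraries alone (adjusted p = 0.465), on the centred and scaled values (adjusted p = 0.119), and without WT replicate 2 (adjusted p = 0.288) or 3 (adjusted p = 0.112), mutant replicate 2 (adjusted p = 0.312) or 3 (adjusted p = 0.206), or ATF-4OE replicate 1 (adjusted p = 0.167), 2 (adjusted p = 0.122) or 3 (adjusted p = 0.181).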

In red, highlighted genes with a false discovery rate (FDR) < 0.1 and abs log FC > 1 to WT. Details in Supplementary Table 3. **e** Longevity conferred by ATF-4 overexpression (*Idls119*) is blunted by knockdown of *sip-1*, *hsp-70*, *hsp-16.2*, or *hsp-12.3*. Mean $\pm$ SEM. P values are relative to WT on empty vector RNAi (L4440). For statistical details see Supplementary Table 1. **f** Representative images that heat increases *Patf-4(uORF)::GFP* transgene expression. Bottom panel shows higher magnification. Anterior to the right, ventral side down. Scale bar = 100 μ m. **g** Venn diagram showing the overlap of ATF-4 overexpression-upregulated genes with genes that were bound directly by SKN-1, DAF-16, and HSF-1 in chromatin immunoprecipitation (ChIP) studies. For details and references see Supplementary Table 5.

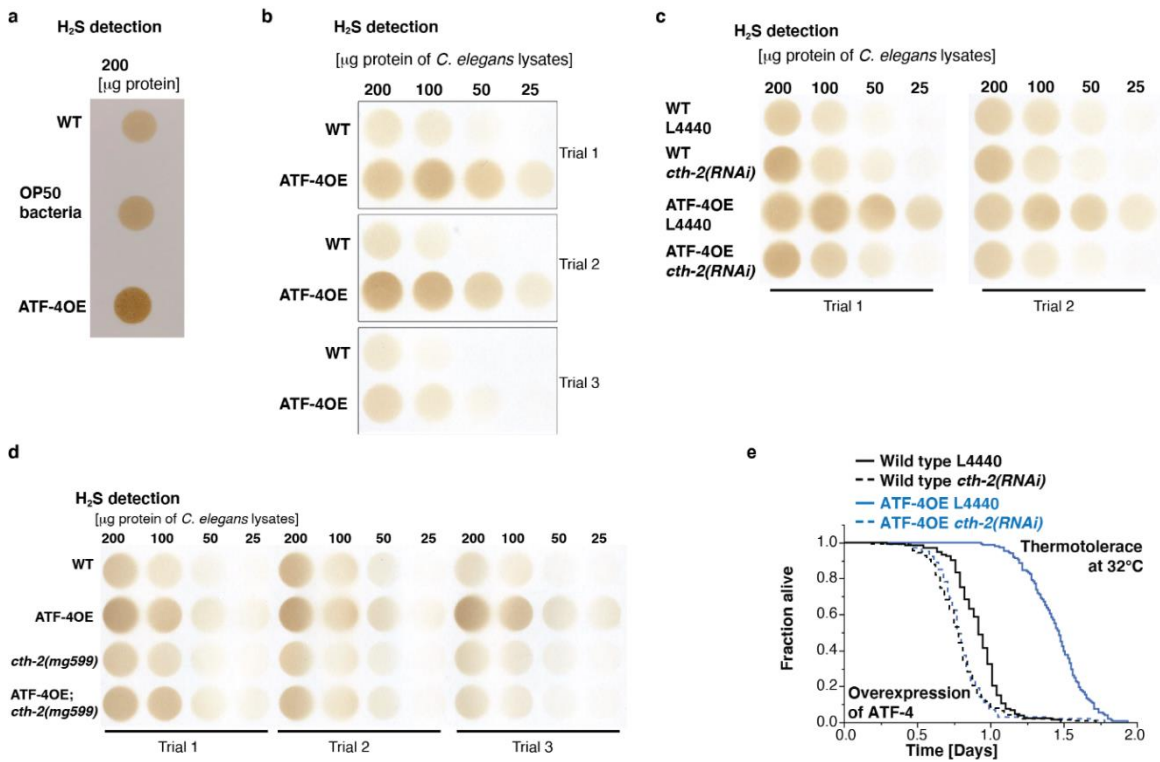

Supplementary Figure 4. ATF-4 overexpression increases H₂S production via CTH-2. **a** Measurements of H₂S production capacity of protein lysates from WT *C. elegans*, the food source OP50 *E. coli* bacteria alone, or ATF-4OE(*IdIs119*). Because OP50 lysates have the capacity to produce H₂S, we washed *C. elegans* at least three times or until no bacteria were visible before lysing worms. **b** ATF-4OE(*IdIs119*) exhibited increased H₂S production capacity compared to WT. n=3 independent biological trials. **c** The increase in H₂S production capacity in ATF-4OE was reduced by *cth-2* knockdown. **d** Additional trials of Fig. 4f. **e** The increased heat stress resistance deriving from ATF-4 overexpression was suppressed by *cth-2* knockdown. For H₂S quantification in (a)-(d), see Supplementary Table 12. For statistical details and additional trials in (e) see Supplementary Table 7.

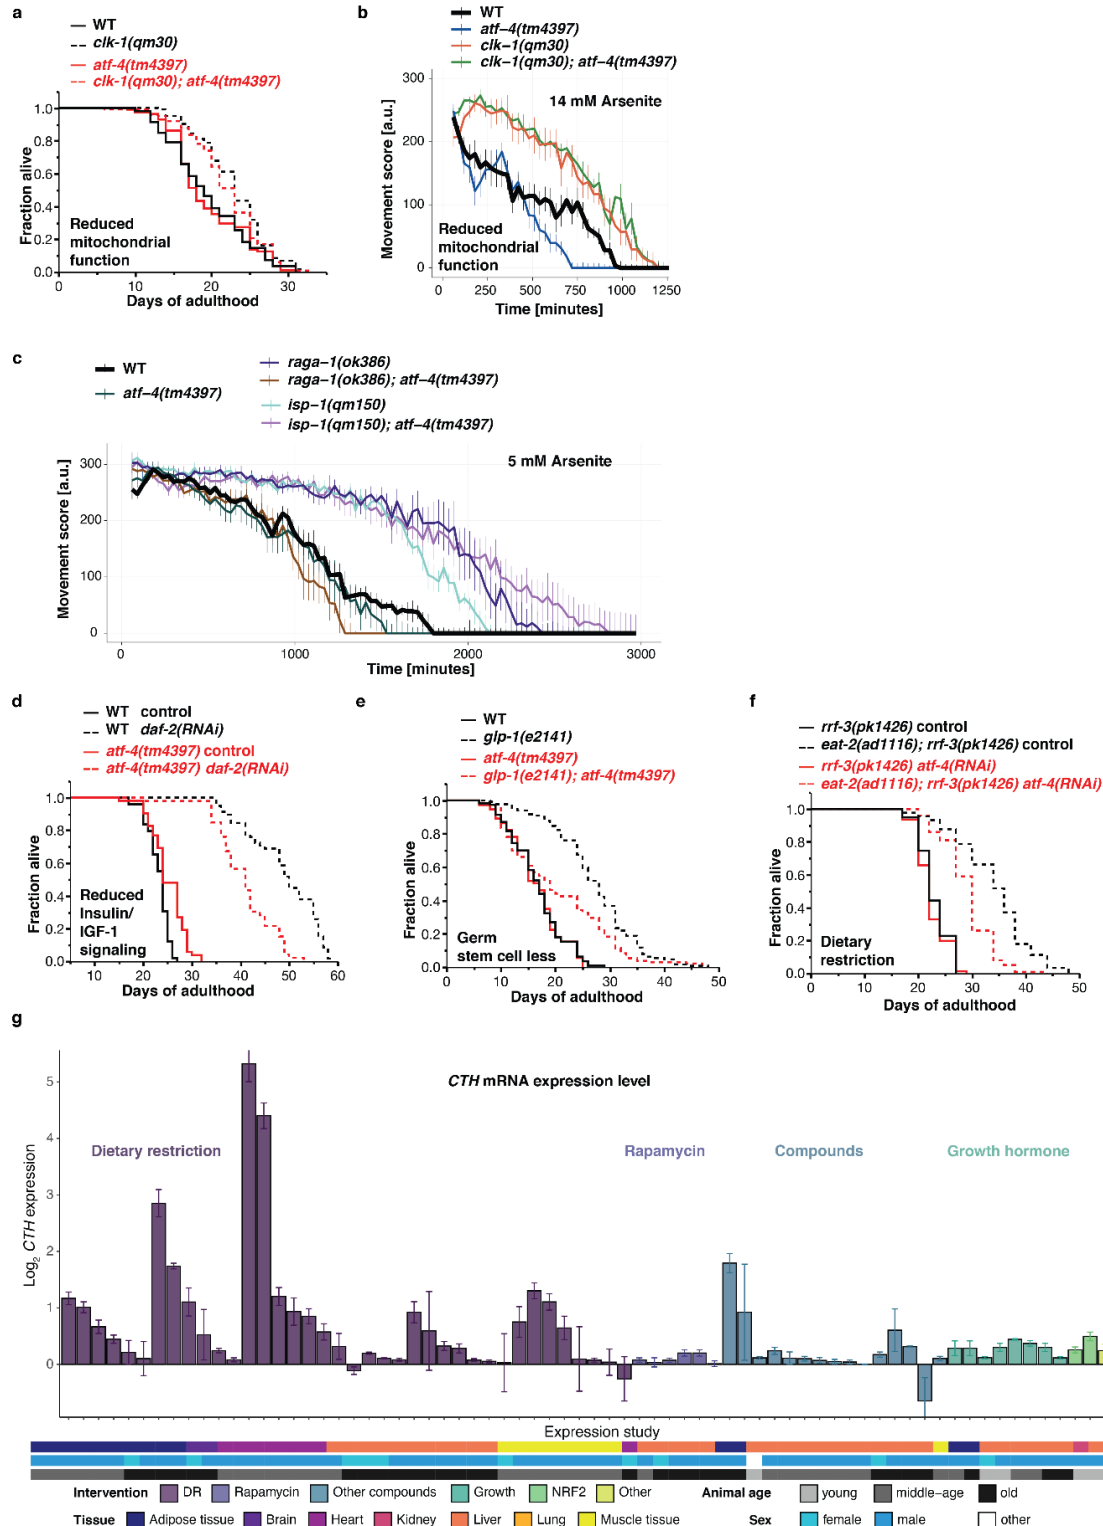

Supplementary Figure 5. A partial role for ATF-4 in various lifespan extension programs. **a** The longevity of *clk-1(qm30)* animals (impaired mitochondrial function) does not depend on *atf-4*. **b** The increased oxidative stress resistance of

clk-1(qm30) mutants does not require *atf-4*. **c** Loss of *atf-4* suppresses the oxidative stress resistance of *raga-1(ok386)* mutants (reduced mTORC1 activity), but not that of reduced mitochondrial function mutant *isp-1(qm150)*. **d** Longevity arising from reduced insulin/IGF-1 signalling by adult-specific knockdown of the *daf-2* receptor is partially suppressed by *atf-4(tm4397)* mutation. **e** The *atf-4(tm4397)* mutation partially suppresses the longevity of *glp-1(e2141)* mutants (genetic germline stem cell ablation). **f** Knockdown of *atf-4* partially suppresses the longevity of the genetic DR-related model *eat-2(ad1116)* in the RNAi-sensitized *rrf-3(pk1426)* background. **g** CTH mRNA expression levels in long-lived over control mice, analyzed from publicly available expression datasets (Supplementary Table 11). Data are grouped and colored by interventions and represented as Mean $\pm$ SEM. $n > 3$ biological samples. The meta data of the samples are summarized by colored tiles indicating first the tissue of origin, followed by the sex and then the age group of the mice in each experiment. Animals sacrificed before 16 weeks of age were classified as “young”, between 16 to 32 weeks as “middle-aged” and animals above 32 weeks as “old”. If no meta information could be found, it was labelled as “not specified”. For statistical details and additional trials in **(a)**, **(d)-(f)**, see Supplementary Table 1. For statistical details and additional trials in **(b)**, **(c)**, and see Supplementary Tables 8.

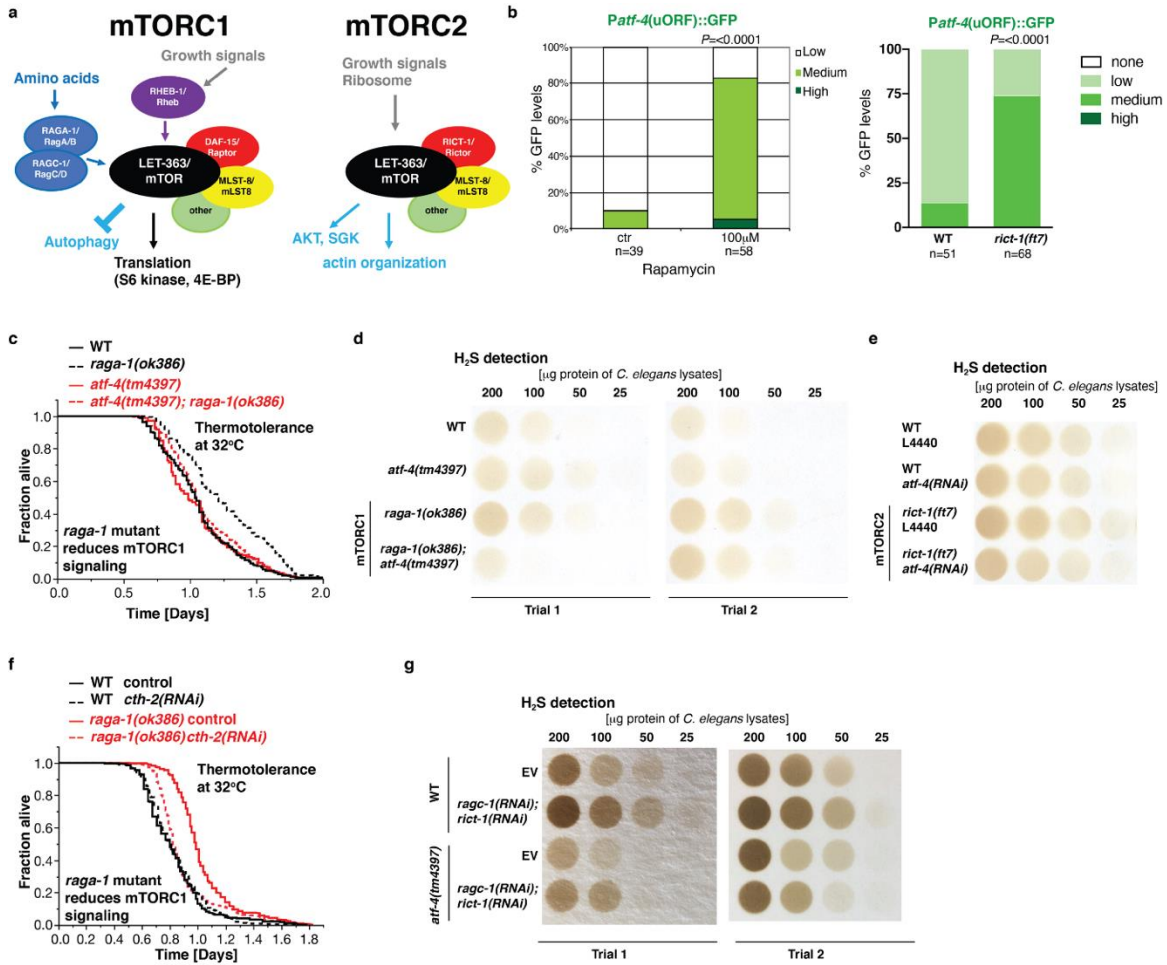

Supplementary Figure 6. Preferential *attf-4* translation and H₂S signalling upon reduced mTOR signalling. **a** Schematic diagram showing the composition, regulation, and functions of the two mTOR complexes (mTORC1 and mTORC2) adapted from⁵. **b** Rapamycin treatment (left) or *rict-1(ft7)* mutation (right) leads to preferential translation of ATF-4. Rapamycin treatment was initiated at L4. GFP intensity was scored at day 3 of adulthood. *P* values were determined by Chi² test. **c** Increased heat stress resistance (32°C) of *raga-1(ok386)* mutants depends on *attf-4*. **d** Two additional independent biological trials of Fig. 7a. **e** One additional independent biological trial of Fig. 7b. **f** Increased heat stress levels resistance (32°C) of *raga-1(ok386)* mutants depends on *cth-2*. **g** H₂S production capacity assay from *C. elegans* lysates showing that simultaneous knockdown of both *raga-1* and *rict-*

1 starting at L4 increases H₂S production capacity in an *atf-4*-independent manner of day-3 adults. For statistical details and additional trials in **(c)** and **(f)**, see Supplementary Table 7; Quantification of H₂S assays in **(d)**, **(e)**, and **(g)** are in Supplementary Table 12.

Supplementary Table 1: *C. elegans* strains used in this study

Strain	Source	Genotype
N2 Bristol	PMID: 28085666	<i>wild-type</i>
LD1325	This paper	<i>atf-4(tm4397)</i> X, 7x outcrossed
WBM26	This paper	<i>wbmEx26</i> [pWM48 (<i>Patf-4::ATF-4(gDNA)::GFP::unc-54(3'UTR)</i>), pRF4 (<i>rol-6(su1006)</i>)]<br>extrachromosomal
WBM27	This paper	<i>wbmEx27</i> [pWM48 (<i>Patf-4::ATF-4(gDNA)::GFP::unc-54(3'UTR)</i>), pRF4 (<i>rol-6(su1006)</i>)]<br>extrachromosomal
LSD139	This paper	<i>ldls119</i> [pWM48 (<i>Patf-4::ATF-4(gDNA)::GFP::unc-54(3'UTR)</i>), pRF4 (<i>rol-6(su1006)</i>)]<br>Integrated from <i>wbmEx26</i> , 8x outcrossed
LSD138	This paper	<i>ldls120</i> [pWM48 (<i>Patf-4::ATF-4(gDNA)::GFP::unc-54(3'UTR)</i>), pRF4 (<i>rol-6(su1006)</i>)]<br>Integrated from <i>wbmEx27</i> , 10x outcrossed
LD1499	PMID: 32958476	[<i>Patf-4(uORF)::GFP::unc-54(3'UTR)</i>] Integrated, 4x outcrossed
ZD1866	PMID: 28292919	<i>eif-2a(qd338)</i> I

LSD2095	This paper	<i>eif-2α(qd338) I</i> ; [<i>Patf-4(uORF)::GFP::unc-54(3'UTR)</i>]
VC2569	PMID: 23173093	<i>cth-1(ok3319) V</i>
GR2257	PMID: 30911177	<i>cth-2(mg599) II</i>
LSD2146	This paper	<i>cth-2(mg599) II</i> ; <i>ldls119</i> [pWM48 (<i>Patf-4::ATF-4(gDNA)::GFP::unc-54(3'UTR)</i> , pRF4 (<i>rol-6(su1006)</i>)]
MQ130	PMID:8638122	<i>clk-1(qm30) III</i>
LSD2040	This paper	<i>clk-1(qm30) III</i> ; <i>atf-4(tm4397) X</i>
CB1370	PMID: 9252323	<i>daf-2(e1370)</i>
CB4037	PMID: 1457827	<i>glp-1(e2141) III</i>
LSD2039	This paper	<i>glp-1(e2141) III</i> ; <i>atf-4(tm4397) X</i>
MQ887	PMID: 11709184	<i>isp-1(qm150) IV</i>
LSD2041	This paper	<i>isp-1(qm150) IV</i> ; <i>atf-4(tm4397) X</i>
VC222	PMID:23173093	<i>raga-1(ok386) II</i>
LSD260	This paper	<i>raga-1(ok386) II</i> ; <i>atf-4(tm4397) X</i>
LSD2038	This paper	<i>rars-1(gc47) III</i> ; [<i>Patf-4(uORF)::GFP::unc-54(3'UTR)</i>]
KQ1366	A gift from Sengupta lab	<i>rict-1(ft7) II</i>
LSD2049	This paper	<i>rict-1(ft7) II</i> ; [<i>Patf-4(uORF)::GFP::unc-54(3'UTR)</i>]
TJ1060	PMID: 7753635	<i>spe-9(hc88) I</i> ; <i>rrf-3(b26) II</i> .
NL2099	PMID: 11719187	<i>rrf-3(pk1426) II</i>
CF1850	PMID: 18282106	<i>rrf-3(pk1426) II</i> ; <i>eat-2(ad1116) II</i>

Supplementary Table 2: List of oligonucleotides used in this study

<i>atf-4</i> (qRT-PCR) forward	TCCAAATGGTTCCACAAAGC
<i>atf-4</i> (qRT-PCR) reverse	GCGCACGATTTCTTCGAG
<i>hsp-4</i> (qRT-PCR) forward	CACTCCTTCTTTGCGACG
<i>hsp-4</i> (qRT-PCR) reverse	GAGTAGAAGCGCGAGAATACTAAC
<i>nit-1</i> (qRT-PCR) forward	AATCCTCCGACTATCCCTTG
<i>nit-1</i> (qRT-PCR) reverse	AGCGAATCGTTTCTTTTGTG
<i>sip-1</i> (qRT-PCR) forward	AAGAGATCGTTCACTCGCCAG
<i>sip-1</i> (qRT-PCR) reverse	AGCCAAGTCGACGTCCTTTG
<i>hsp-16.2</i> (qRT-PCR) forward	CTCTGATGGAACGCCAATTT
<i>hsp-16.2</i> (qRT-PCR) reverse	ACGTTGAGATTGATGGCAA
<i>hsp-70</i> (qRT-PCR) forward	TCATGCAAAGCTATTGGTATCG
<i>hsp-70</i> (qRT-PCR) reverse	TGCCACGTATGATGGAGTTG
<i>cth-2</i> (qRT-PCR) forward	TTGGAGCGGATGTTGTCGTT
<i>cth-2</i> (qRT-PCR) reverse	CGACGGCAAGTTGCATGAAG
<i>SR124 (atf-4(tm4397) forward</i>	TCTGAAAATTATGAACTTCAACATGA
<i>SR125 (atf-4(tm4397) reverse</i>	TGAGTTGAACTTTCAAACGGAGT
<i>RV103_cth-2(mg599) forward</i>	TTCATTGAACTTTTCGGCGTG
<i>RV104_cth-2(mg599) reverse</i>	ACATCCGCTCCAAGAGAAATT
<i>RV105_cth-2(mg599) seq</i>	GTCCTGAAGAGAACACTTGGC

Supplementary References

- 1 Fiorese, C. J. *et al.* The Transcription Factor ATF5 Mediates a Mammalian Mitochondrial UPR. *Curr Biol* **26**, 2037-2043, doi:10.1016/j.cub.2016.06.002 (2016).
- 2 Chen, J. *et al.* Pervasive functional translation of noncanonical human open reading frames. *Science* **367**, 1140-1146, doi:10.1126/science.aay0262 (2020).
- 3 Park, Y., Reyna-Neyra, A., Philippe, L. & Thoreen, C. C. mTORC1 Balances Cellular Amino Acid Supply with Demand for Protein Synthesis through Post-transcriptional Control of ATF4. *Cell Rep* **19**, 1083-1090, doi:10.1016/j.celrep.2017.04.042 (2017).
- 4 Costa-Mattioli, M. & Walter, P. The integrated stress response: From mechanism to disease. *Science* **368**, doi:10.1126/science.aat5314 (2020).
- 5 Robida-Stubbs, S. *et al.* TOR signaling and rapamycin influence longevity by regulating SKN-1/Nrf and DAF-16/FoxO. *Cell Metab* **15**, 713-724, doi:10.1016/j.cmet.2012.04.007 (2012).

# Supplementary material for: ATF-4 and hydrogen sulfide signalling mediate longevity in response to inhibition of translation or mTORC1
**Source:** Nat Commun. 2022 Feb 18;13:967. doi: 10.1038/s41467-022-28599-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Overexpression of ATF-4 increases lifespan

File Name: Supplementary Data 2

Description: Pumping rates measured under different conditions. Columns A-J: individual *C. elegans* pharyngeal pumping rate (pumps/min) on food.

File Name: Supplementary Data 3

Description: RNA sequencing of ATF4oe vs wild type vs *atf-4*(mutants)

File Name: Supplementary Data 4

Description: Supplementary Data 4: Summary of potential shared direct ATF4 target genes between mammals and *C. elegans*

File Name: Supplementary Data 5

Description: Venn diagrams of upregulated genes upon *Idls119* ATF-4 overexpression with DAF-16, HSF-1, SKN-1

File Name: Supplementary Data 6

Description: Supplementary Data 6: High Performance Liquid Chromatography (HPLC) comparing ATF4 overexpressor vs wild type

File Name: Supplementary Data 7

Description: Thermotolerance assays either manually or with automated lifespan machine

File Name: Supplementary Data 8

Description: Arsenite oxidative stress assays.

File Name: Supplementary Data 9

Description: Patf-4GFP scoring

File Name: Supplementary Data 10

Description: Oxidative stress assays t-BOOH summary and raw data.

File Name: Supplementary Data 11

Description: CTH mRNA levels in different tissues under different conditions.

File Name: Supplementary Data 12

Description: Quantification of H2S assays

# Supplementary material for: ATF-4 and hydrogen sulfide signalling mediate longevity in response to inhibition of translation or mTORC1
**Source:** Nat Commun. 2022 Feb 18;13:967. doi: 10.1038/s41467-022-28599-9
**Supplement:** Supplementary file 16 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

www.wormbase.org (WS258). Ribosome profiling sequencing data were downloaded from the NCBI Sequence Read Archive (S.R.A.) (<http://www.ncbi.nlm.nih.gov/sra/>) under accession number SRA055804. Microarray datasets and platform information were obtained from GEO (<https://www.ncbi.nlm.nih.gov/geo/>) and SRA (<https://www.ncbi.nlm.nih.gov/sra/>).

Data analysis

Exon-Intron Graphic Maker (<http://wormweb.org/exonintron>). ApE- A plasmid Editor v2.0.50b3. For amino acid alignments T-COFFEE (Version_11.00.d625267). FastQC, FASTQ, SAMtools (version 0.1.19), JMP software v.9.0.2., Prism 6.0 software (GraphPad), STAR 2.4.0j software, Bioconductor (<http://bioconductor.org>), Rsubread 1.16.1 featureCounts, Degust (<http://degust.erc.monash.edu>), edgeR, limma, Ortholist2, Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), Salmon, surminer (<https://rpkgs.datanovia.com/surminer/>), ggplot2 (<https://ggplot2.tidyverse.org>, version 3.3.5) R package, dplyr (<https://dplyr.tidyverse.org/reference/dplyr-package.html>, version 1.0.7) R package.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA sequencing data in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE173799 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173799>].

Source data are provided with this paper. Supplementary Table 1 is the raw data for Fig 1g, 1h, 2a, 2f, Sup Fig 2c, 3g, 4a, 4b, 4c, 4e, 4i, 5d, Sup fig 5d, Sup fig 5e, and 6a. Supplementary Table 2 is the raw data for Fig 2b and Sup Fig 2c. Supplementary Table 3 is the raw data for Fig 2c, Sup Fig 3c, and Sup Fig 3d. Supplementary

Table 4 is the raw data for Fig 2d. Supplementary Table 5 is the raw data for Sup fig 3h. Supplementary Table 7 is the raw data for Fig 3h, 4h, and 5c. Supplementary Table 8 is the raw data for Sup Fig 4f and Sup Fig 4g. Supplementary Table 9 is the raw data for Fig 4d, Sup Fig 5b, and Sup Fig 5c. Supplementary Table 10 is the raw data for Fig 4g.

Ribosome profiling sequencing data were downloaded from the NCBI Sequence Read Archive (S.R.A.) (<http://www.ncbi.nlm.nih.gov/sra/>) under accession number SRA055804.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used in choosing sample sizes. Instead, all sample sizes were chosen based on standard *C.elegans* technique protocols published before, except to measure endogenous H2S levels and PSSH levels.
For all WB experiments and qRT-PCR experiments, at least 3 independent samples were prepared, which is common in this field (Chamoli et al., Nat Commun, 2020; Topf et al., Nat Commun, 2018; Wu et al., Cell Metabolism, 2019; Su et al., Nat Commun, 2019).
For lead acetate assays, at least 2 independent experiments were conducted, and various concentrations of protein lysates were analyzed, which is common in the field (Wei and Kenyon, PNAS, 2016; Hine et al., Cell, 2015).
For fluorescent reporter quantification, at least 2 independent experiments containing a total of at least 30 worms were conducted (Ewald et al., eLife, 2017; Meng et al., Nat Commun, 2021).
For lifespan and stress assays, at least 60-100 or 30-60 animals were examined per condition, respectively, which is common in the field (Meng et al., Nat Commun, 2021; Wu et al., Cell Metabolism, 2019; Ewald et al., eLife, 2017).
To measure endogenous H2S levels and PSSH levels, at least 10 worms over 3 biological replicates were examined per condition/genotype. These assays are newly developed and very sensitive.

Data exclusions

No data exclusion.

Replication

The number of biological independent repeats is indicated in the figure legends and supplemental figures. No attempts to replicate failed.

Randomization

C. elegans were randomly allocated into experimental groups.

Blinding

In analyses of fluorescent reporters, either all or representative trials were scored blindly.
Western blot images, qRT-PCR, RNA sequencing, and ribosomal profiling data were obtained and analyzed by commercial software. Blinding is not typically done for such assays.
Automated survival assays were performed by machines.
For manual survival analyses and other fluorescence microscopy assays, investigators were careful to maintain objectivity and used clearly defined scoring criteria (mentioned in Methods).

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Tubulin (1:500, Sigma #T9026), Puromycin (1:10'000, Millipore #MABE343), GFP (1:1'000, Roche #11814460001), Cystathionase/CTH (1:2000, abcam #ab151769) and Phospho-eIF2alpha (Ser51) (1:1'000, CellSignal #9721). HRP-conjugated goat anti-mouse (1:2'000, Cell Signaling #7076) and goat anti-rabbit (1:2'000, Cell Signaling #7074) secondary antibodies were used.

Validation

Specificity of Cystathionase/CTH (1:2000, abcam #ab151769) was confirmed by cth-2(RNAi). Tubulin, p-eif2a antibodies recognize evolutionarily conserved sites and are routinely used in C.elegans. Publications that have used these antibodies include: Meng et al., Nat Commun, 2021; Ewald et al., eLife, 2017; Derisbourg et al., Nat Commun, 2021. Puromycin antibody was validated by a previous paper (Derisbourg et al., Nat Commun, 2021).

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Caenorhabditis elegans strains are listed in supplementary table 13. All animals used were hermaphrodites. Lifespan and pumping rate assays were performed during the whole life of animals. For all other assays, the stage of animals are stated in figure legends and Methods.
Wild animals	No wild animals were used in this study.
Field-collected samples	No field-collected samples were used in this study.
Ethics oversight	No ethical approval or guidance was required for C.elegans.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

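Poly(A) RNA of L4 animals was sequenced from 3 genotypes, WT (N2), the deletion mutant *atf-4(tm4397)* and the overexpressor ATF-4OE, with 3 replicates each of about 20000 animals. Animals were grown at 20 °C on 10 cm plates of about 1000, and the strains of a replicate were grown at the same time. All 9 libraries ran together in 1 lane of a HiSeq 2000 as single reads of 50 bp. By the paper, the authors aligned the reads with STAR 2.4.0j to WBcel235, counted them per gene with featureCounts of Rsubread 1.16.1, discarded transcripts under 1 CPM and scaled the counts to RPKM. For the MA plots the authors used the edgeR test of Degust with an adjusted p of 0.1, a log2 fold limit of 1 and a minimum of 5, and for the list of 200 upregulated genes they used limma.

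The authors deposited 3 sheets of values. The RPKM sheet (unit RPKM, 46748 genes) includes genes at 0. In the centred and scaled sheet (14218 genes) the values are scores, made by the authors by centring each library's RPKM on its mean and dividing it by its SD on a linear scale. The sheet of the 39 most regulated genes holds scores centred and scaled over genes that are not stated. A further sheet holds the p-values of DAVID terms for the 200 upregulated genes, adjusted by the authors with the Benjamini method. RPKM sums ranged from 702034 to 799129 per library. Depth was read from the steps between neighbouring RPKM values and was 23.9 to 35.2 M reads per library (median 27.5 M). Of the values below 20 reads, 40.1 to 49.7% per library were whole within 0.02 read, so read counts could not be recovered and count models were not used. By the names used here, depths were 25.0, 27.0 and 28.6 M in WT, 26.9, 27.5 and 30.5 M in *atf-4(tm4397)* and 23.9, 29.7 and 35.2 M in ATF-4OE. The median standard error of a log2 fold change between 3 and 3 libraries was 0.17.

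Columns of the sheets were matched by their values. Of the 9 libraries, 2 carry the same sample name in the RPKM sheet and the centred and scaled sheet, 3 the same genotype and 6 another genotype. The sheet of most regulated genes gives 9 of 9 libraries the genotype of the centred and scaled sheet and 7 of 9 the same sample name, with *atf-4(tm4397)* replicates 2 and 3 exchanged. The centred and scaled sheet was used under its own names, a choice made after the values were seen; the planned unit was RPKM under the names of its own sheet. Each library's lowest value was set to 0 and its sum to 1000000, which gives parts of 1000000 (ppm), a constant multiple of RPKM within each library. Gene names came from Ensembl release 115 of WBcel235, which holds 14092 of the 14218 gene IDs, 13788 of them with a name.

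Genes with at least 5 ppm in at least 1 library were tested (11287 genes). limma 3.58.1 in R 4.3.3 fitted log2(level + 1) of all 9 libraries in 1 model without a block, with moderation along the mean (trend), and compared ATF-4OE with WT, *atf-4(tm4397)* with WT, and ATF-4OE with *atf-4(tm4397)*. Tests were two-sided and adjusted by Benjamini-Hochberg over the genes tested. Genes were called at an adjusted p under 0.1 and a log2 fold change beyond 1 in size; members of lists were counted at an adjusted p under 0.1 with no fold limit. Lists were tested with limma's camera at a preset correlation of 0.01 and again with the correlation estimated from the libraries, adjusted over 30 lists. With 3 against 3 libraries the smallest exact permutation p is 0.1, so single genes were tested with limma. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

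The 30 lists were heat shock proteins, the unfolded protein responses of the endoplasmic reticulum and of mitochondria, transsulfuration and H_2_S genes, orthologs of mammalian ATF4 targets, cytosolic aminoacyl-tRNA synthetases, amino acid synthesis and transport, methionine and folate cycles, the propionate shunt, vitamin B12-dependent propionate breakdown, adenine nucleotide translocases, cuticle collagens, moulting, spermatogenesis, vitellogenins, oocytes, the germline, the intestine, lysosomal proteases, V-ATPase subunits, body wall muscle, neurons, FMRFamide-like peptides, epidermal antimicrobial peptides, SKN-1 and DAF-16 targets, the hypoxia and H_2_S response, fatty acid desaturation and elongation, ribosomal proteins and the paper's most regulated genes. Mitochondrially encoded genes had no member among the gene names and were not analysed here. Genes were named by a rule: every gene the paper names for its RNA-seq, the 10 genes per direction with the largest log2 fold change among called genes whose libraries do not overlap those of WT, and up to 4 members with the smallest adjusted p of each list. Values of some of these genes had been seen in the paper's tables and figures. *hsp-12.2*, *hsp-12.6* and *zmp-3* fall outside the rule. Apart from the genes of transsulfuration, the orthologs of ATF4 targets and the most regulated genes, which the paper gives, the lists were written from general knowledge of *C. elegans* gene function and names, without a published list as source. Lists, the rule for named genes, thresholds and 25 alternative settings were chosen before the data were examined. The names of the libraries were chosen afterwards, so that the planned RPKM under its own names is given as an alternative, and the block with exchanged replicate numbers was added afterwards.

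Replicate numbers should pair the strains, since these were grown at the same time. This was checked by the correlation of deviations from the group means. With the numbers of the centred and scaled sheet it was 0.263, -0.683 and -0.622 for WT and *atf-4(tm4397)* replicates 1, 2 and 3, and with mutant replicates 2 and 3 exchanged it was 0.263, 0.678 and 0.764. For WT and ATF-4OE it was -0.0108, -0.278 and 0.178, and for *atf-4(tm4397)* and ATF-4OE -0.0774, 0.313 and -0.0891 (exchanged -0.0774, -0.482 and 0.18). The sheets disagree on these numbers, so replicate was left out of the model and used as an alternative, with both numberings.

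The method was tested on simulated data of the same size with 11287 genes. For ATF-4OE against WT, it recovered 89.6% of 67 genes changed by a log2 fold of 1.5, 91.0% of 67 changed by 2 and 92.4% of 66 changed by 3, and it called 7 unchanged genes. For *atf-4(tm4397)* against WT it recovered 85.1%, 91.0% and 92.4%, and called 10 unchanged genes. A list of 20 members shifted by 1 was found in both, with 0 other lists past the threshold. The simulated genes varied independently of each other, whereas the estimated correlation within real lists reached 0.875 (vitellogenins). The simulation therefore cannot show how often camera at the preset correlation passes an unchanged list of correlated genes. In the data themselves, splits that mix ATF-4OE and WT libraries passed 7 to 22 lists at that correlation. Of 30 genes changed in common with a second list, 24 and 25 were found, where chance gives 0.324 and 0.314.

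Alternatives were pseudocounts of 0.1 and 4, a mean of at least 1, no filter, median-ratio scaling, quantile normalization, replicate as a block, the 6 libraries of 2 groups alone, no trend, robust moderation, library weights, an adjusted p under 0.05, no fold limit, the centred and scaled values themselves, all called genes or another ranking for the top 200, and each of the 9 libraries left out in turn. The reads of the libraries and the genome sequence were not used here.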

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

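The tests of the sheets' names by *atf-4*, of the scaling, of the share of intestinal tissue and of the other splits were chosen only after the result was seen. Those of another overexpressor set and of developmental timing were set before.

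The paper does not discuss several groups of genes that differed between ATF-4OE and WT. Lower were 13 of 16 genes of the methionine and folate cycles, 5 of 5 of the propionate shunt, 12 of 19 of fatty acid desaturation and elongation, 7 of 11 intestinal genes, 19 of 21 lysosomal proteases and 2 of 4 vitellogenins (*vit-6* and *vit-1*). Higher were 19 of 24 body wall muscle genes, 15 of 17 neuronal genes, 23 of 30 FMRFamide-like peptides and 15 of 15 epidermal antimicrobial peptides. The piRNA gene *21ur-15136* beside *atf-4* averaged 1550 ppm in ATF-4OE and the noncoding *T01B7.11* beside *rol-6* averaged 370. Reads at both may come from the transgene, so these levels do not show that either gene was induced. Both vitellogenin calls depend on single libraries. *vit-1* (log2 fold change -2.2, adjusted p = 0.0821) lost its call with replicate as a block (0.132), with no trend (0.102), on the centred and scaled values (0.185) and without WT replicate 1 (0.215), WT replicate 3 (0.238) or ATF-4OE replicate 1 (0.201), 2 (0.134) or 3 (0.163). With 3 libraries per group, no group was tested for an outlying library.

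The same 9 libraries carry different genotype names in 2 deposited sheets. By the names of the RPKM sheet *atf-4* had a log2 fold change of 0.15 in its own deletion mutant. Its RPKM values there were 150, 2.91 and 4030 in WT, 129, 6.52 and 3340 in the mutant, and 162, 2.68 and 5020 in ATF-4OE. Each group thus mixed libraries of low, middle and high *atf-4*, which argues against these names as names of genotypes. By those of the centred and scaled sheet the highest mutant level of *atf-4* was 0.0555 of the lowest WT level, which argues against those being out of place. With *atf-4*, *rol-6* and their neighbours left out (6 genes), the 3 libraries named ATF-4OE there ranked 1 among all 84 sets of 3 libraries by the variance they separate (1.08 times that of the next set), and the set of the RPKM sheet ranked 18. By the replicate numbers of the sheet of most regulated genes, each group of the RPKM sheet is 1 replicate of all 3 genotypes. The order of the replicate numbers and the names behind the paper's MA plots stay open. The paper's own qRT-PCR of these samples ran the way of the centred and scaled sheet's names.

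Intestinal and lysosomal genes were lower, and neuronal, muscle and epidermal peptide genes higher, in ATF-4OE. The lysosomal list was made from protease gene names, and whether its fall is apart from that of the intestinal genes was not tested. Under quantile normalization, 0 of these 5 lists lost their direction or their side of the camera threshold at the preset correlation, which argues against the scaling. Median-ratio scaling shifts all lists alike and decides nothing here. With an estimated correlation, in the main fit, only the antimicrobial peptides passed camera (adjusted p = 0.0468). The neuronal genes had 0.269 and the intestinal, lysosomal and muscle genes 0.234 each. A lower share of intestinal tissue alone would raise the markers of the other tissues alike. The medians of neuronal and germline genes differed by 1.41, more than the sum of both lists' SDs (0.64), which argues against that share as the only change. Germline genes were themselves lower (median -0.57), while neuronal (0.84) and muscle genes (0.49) both rose. A lower share of intestine and germline together therefore stays open. Whether the methionine and folate, propionate, fatty acid, SKN-1 and DAF-16 lists fell apart from such a share was not tested. With the spermatogenesis median as a covariate for developmental timing, 96% of the gap between the lists remained (1.79 of 1.86), so timing could not be its whole cause as far as those genes measure it. In the *atf-4(tm4397)* mutant, which has no transgene, intestinal (median -0.34, camera adjusted p = 1.72e-05) and lysosomal genes (-0.35, 0.00355) were lower than in WT too. With an estimated correlation they did not pass (0.816 and 0.964). Neuronal, muscle and epidermal peptide genes did not pass there at all. Both comparisons use the same 3 WT libraries, so the lower intestinal and lysosomal genes of the mutant are no independent observation. Whether *atf-4*, the marker *rol-6* or the strain background is behind the pattern in ATF-4OE cannot be told apart, since all 3 differ between the same libraries, and an effect of ATF-4 is 1 hypothesis among these.

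The 6 libraries of 2 groups can be split into 3 and 3 in 10 ways, and 10 splits are too few for a share under 0.05. ATF-4OE against WT gave 679 higher and 334 lower genes and 19 lists; the highest other split gave 0 genes by limma and 22 lists. ATF-4OE against *atf-4(tm4397)* gave 692 and 290 genes, and the highest other split 0. The mutant against WT gave 3 and 2 genes and 10 lists, and the highest other split gave 137 and 8 genes and 15 lists. That split sets WT replicates 1 and 3 and mutant replicate 2 against the other 3 libraries, which points to a structure of the samples other than genotype; these 3 libraries have the 3 highest medians of spermatogenesis genes of the 6.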

How the results depend on the processing

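RPKM under the names of its own sheet was the planned analysis; the names of the centred and scaled sheet, behind all other values here, and the tests with the block renumbered were chosen only after the result was seen. The other 25 settings were planned.

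Of 434 values of the counts, of *atf-4*, *cth-2* and of the overlaps and lists at the paper's claims, leaving aside the names of the RPKM sheet, 391 kept their direction and their side of the threshold (counts: within 1.5 times; the reciprocal share: within its 95% binomial interval), 12 lost the threshold and 31 moved. Of 1320 values of single lists 1255 were unchanged in this sense, 32 lost the threshold, 23 passed it newly and 10 reversed; of 4463 values of single genes 4239 were unchanged, 147 lost it, 77 passed it newly and 0 reversed. In ATF-4OE *atf-4* was past the threshold in all of these settings.

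A pseudocount of 4 gave 370 higher and 205 lower genes in ATF-4OE against WT, 368 and 137 against the mutant, and a reciprocal share of 39.5%; a larger pseudocount shrinks fold changes of low values. With no fold limit the counts were 2493 and 1629 against WT, and 2235 and 1555 against the mutant, as fewer genes are left out by construction. On the centred and scaled values, which are not logged and were tested with no fold limit, they were 1260 and 862 against WT and 618 and 666 against the mutant, 1 gene was lower in the mutant, *atf-4* differed by -0.43 there (adjusted p = 0.805), 18 lists passed in the mutant, the collagens had 0.211 and the reciprocal share was 17.7%. Lists of the mutant that reversed there were ATF4 target orthologs (0.0984), tRNA synthetases (0.0964), spermatogenesis (0.000347), SKN-1 genes (0.029) and ribosomal proteins (1.26e-20). Library weights gave 528 genes lower in ATF-4OE than in the mutant and reversed spermatogenesis in the mutant (0.0302). With the 6 libraries alone, 1 gene was higher in the mutant. *cth-2* no longer passed the test with median-ratio scaling (0.58, adjusted p = 0.104) and at an adjusted p under 0.05 (0.63), as did the collagens at that threshold (0.0671). Apart from the effects of construction named here, the cause was not tested.

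With replicate as a block, *cth-2* kept a log2 fold change of 0.63 but no longer passed the test (adjusted p = 0.104), nor did *vit-6* (0.117), *vit-1* (0.132), *spe-4* (0.11), *atfs-1* (0.109), *fars-1* (0.152), *rars-1* (0.157), *rpl-25.1* (0.109), *lido-11* (0.425) or the methionine and folate cycles in the mutant (0.159); *F22B5.4* passed newly (0.0812). The block changed no other call or threshold among these values. With mutant replicates 2 and 3 exchanged in the block, *fars-1* (0.131), *rars-1* (0.145) and *lido-11* (0.202) no longer passed, and *vit-2* (0.0405), *Y43D4A.5* (0.0893), *Y71G12B.18* (0.081), *D1014.6* (0.0777), *crt-1* (0.0885), *syp-1* (0.0988), *nhr-57* (0.0694) and *F22B5.4* (0.0264) passed newly in ATF-4OE; the cause was not tested.

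Leaving out 1 library at a time, which also lowers the number of samples, gave 523 to 923 higher and 220 to 445 lower genes in ATF-4OE against WT, 1 to 37 and 2 to 8 in the mutant, 566 to 780 and 175 to 498 in ATF-4OE against the mutant, 0.40 to 0.76 for *cth-2*, adjusted p of 0.0122 to 0.232 for the collagens and a reciprocal share of 24.8 to 46.3%. The lows and highs of the mutant counts came without WT replicate 2 (1 and 2 genes), WT replicate 1 (37) and mutant replicate 1 (8). In the mutant, spermatogenesis reversed without WT replicate 3 (0.0147) and without mutant replicate 3 (0.0446), the FMRFamide-like peptides without WT replicate 2 (0.0416) and ribosomal proteins without mutant replicate 1 (0.0281), over ranges of 1.84e-07 to 0.908, 0.0416 to 0.922 and 0.0229 to 0.908; the cause was not tested.

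Under the names of the RPKM sheet, 0 genes were called in all 3 comparisons, in either direction (limma; 1.39%, 1.0% and 2.93% of 10378 genes at an unadjusted p under 0.05), *atf-4* had log2 fold changes of 0.11 in ATF-4OE and 0.15 in the mutant, and *cth-2* one of -0.04. The heat shock proteins were higher as a list in ATF-4OE (4.69e-11), and the collagens had 0.154. Lists of ATF-4OE that reversed were the methionine and folate cycles (0.128), propionate shunt (0.708), adenine nucleotide translocases (0.0164), moulting (0.0164), spermatogenesis (5.23e-44), vitellogenins (0.0164), oocytes (0.000248), germline (0.000343), intestine (0.0629), lysosomal proteases (0.0168), neurons (0.0978), FMRFamide-like peptides (0.0027), antimicrobial peptides (0.327), DAF-16 targets (0.218), hypoxia (0.0485), ribosomal proteins (1.53e-22) and the most regulated genes (0.679). In the mutant tRNA synthetases (0.546), methionine and folate cycles (0.997), collagens (0.262), moulting (0.0308), intestine (0.946), FMRFamide-like peptides (0.0528) and ribosomal proteins (0.00594) reversed, as did the genes *rol-6* (-0.19), *hsp-12.3* (0.54), *glt-1* (-0.26), *C02D5.4* (-0.01), *lec-2* (-0.13) and *lec-4* (-0.32) in ATF-4OE. Of 132 values under these names 75 were unchanged, 14 lost the threshold, 5 passed it newly, 32 reversed and 6 moved. This setting changes the names, the unit and the genes tested by construction, and their shares in the changes were not tested. By the names used elsewhere here its groups each hold a library of every genotype, so its comparisons cannot show an effect of genotype. By the replicate numbers of the sheet of most regulated genes, its comparisons are those between replicates. The overlaps and the reciprocal share have no value with 0 called genes.

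The settings with voom and with the TGATG search by strand, length and gene list were not run, since neither read counts nor the genome sequence were at hand. Depths of 23.9 to 35.2 M reads limit the genes near the minimum of 5 ppm, for which fold changes move with the pseudocount.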

Differences from the paper's values

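RPKM under the names of its own sheet was the planned analysis, and the tests under the names of the centred and scaled sheet, whose values are given here first, were chosen only after the result was seen. Groups under the RPKM sheet's names each mix the genotypes of the centred and scaled sheet, and by the replicate numbers of the sheet of most regulated genes they are its replicates. A direction shared with the paper under them is therefore no sign of an effect of genotype.

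The paper's supplement lists 7 orthologs of mammalian ATF4 targets among its 200 most upregulated genes, and the ranking by log2 fold change gave 4. Of the alternatives set before the data were examined, the centred and scaled values gave 7 and the ranking by their difference gave 5; the other 23, with 2 to 11, stayed outside. For *atf-4* in ATF-4OE the paper shows a log fold change of about 0.3 in Fig. 3c, read by eye, where 4.78 was found here. None of the alternatives set before the data were examined comes near it (4.6 to 12.19). The planned analysis, RPKM under the names of its own sheet, gives 0.11; it was made the alternative after seeing the values, and under it limma called 0 genes (144 at an unadjusted p under 0.05), so that all genes the paper calls in that plot are dropped.

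The paper plots *ant-1.3*, *ant-1.4*, the collagens *col-88*, *col-60*, *col-181*, *col-106*, *col-120* and *col-122*, *vit-2* and *pes-8* as higher in ATF-4OE. Here all 10 had log2 fold changes below 0, with *vit-2* at -2.55 (adjusted p = 0.172) and *pes-8* at -1.44 (adjusted p = 0.286). *vit-2* passed the test, as lower, with library weights (0.0542), with the 6 libraries alone (0.0948), without WT replicate 2 (0.0637) or mutant replicate 3 (0.0844) and with the exchanged block (0.0405), and *pes-8* with library weights (0.0981). By the RPKM sheet's names, which were the planned ones and were made the alternative after seeing the values, these were higher: 1.92 and 2.01 for the translocases, 3.09, 2.85, 2.32, 2.19, 2.57 and 2.23 for the collagens, 1.74 for *vit-2* and 1.26 for *pes-8* (each with an adjusted p of 1). Of the heat shock genes the paper reports as raised, some of them by qRT-PCR of new samples, *sip-1* was higher here (1.01), and *hsp-12.3* (-1.65), *hsp-70* (-0.40), *hsp-16.2* (-0.21), *hsp-16.41* (-0.07) and *hsp-110* (-0.05) were below 0, with *hsp-4* at 0.32. With the RPKM sheet's names they were at 0.77, 0.54, 1.18, 1.08, 0.99, 0.49 and 0.60, each with an adjusted p of 1. The paper's qRT-PCR has *nit-1* raised; its log2 fold change here was 0.22 (adjusted p = 0.271, and 0.0826 with library weights), and -0.06 with the RPKM sheet's names.

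Of the genes the paper marks as lower in the mutant, *Y43D4A.5*, *D1014.7*, *Y71G12B.18* and *D1014.6* did not pass the test here (-0.35, -1.05, -0.69 and -1.05). With the RPKM sheet's names they were at -1.38, -1.73, -1.94 and -1.87, each with an adjusted p of 1. The paper describes the number of genes changed in ATF-4OE as modest, and at its thresholds 679 were higher and 334 lower here. The paper's table of 400 genes holds differences of these same libraries under the same names, so directions are shared by construction; of these genes 397 passed an adjusted p of 0.1 and 183 were called (limma). For the same reason the transsulfuration genes the paper follows, *cth-2*, *glt-1*, *C02D5.4* and *F22F7.7*, which were higher here as in the paper, are no independent check.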

Other observations

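The test of the distance between *spp-21* and *T25C12.3* was chosen only after the result was seen; that of developmental timing was set before.

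Amino acid metabolism moved both ways in ATF-4OE animals. Of 20 genes of amino acid synthesis and transport 4 rose and 6 fell (4 and 6 adjusted over the list alone; camera adjusted p = 0.227, and 0.0498, as lower, on the centred and scaled values). The transporter gene *aat-3* rose from 11.9 ± 2.53 to 27.0 ± 4.45 ppm (log2 fold change 1.12, adjusted p = 0.00268), and *mel-32*, which encodes serine hydroxymethyltransferase, fell from 1070 ± 193 to 440.0 ± 70.5 (log2 fold change -1.27, adjusted p = 0.0017). The cytosolic tRNA synthetases had a median log2 fold change of -0.12 and passed camera as lower (adjusted p = 0.0222; adjusted p = 0.756 with an estimated correlation), but not with quantile normalization (0.21) or without ATF-4OE replicate 2 (0.116). Of 21 members 3 fell (1 adjusted over the list alone), *tars-1* (log2 fold change -0.40, adjusted p = 0.0113), *fars-1* (-0.23, adjusted p = 0.0787) and *rars-1* (-0.24, adjusted p = 0.0866). The last 2 no longer passed with replicate as a block (0.152 and 0.157) and without WT replicate 1 (0.188 and 0.189), 2 (0.162 and 0.167) or 3 (0.142 and 0.169), mutant replicate 2 (0.113 and 0.119), or ATF-4OE replicate 1 (0.114 and 0.119), 2 (0.149 and 0.196) or 3 (0.18 and 0.148), and *fars-1* also with quantile normalization (0.123). In vitamin B12-dependent propionate breakdown *mmaa-1* fell (log2 fold change -1.08, adjusted p = 0.00415) and *pcca-1* (0.46, adjusted p = 0.0263) and *mce-1* (0.29, adjusted p = 0.0626) rose among 6 genes (2 and 1 adjusted over the list alone; camera adjusted p = 0.917). *mce-1* no longer passed with median-ratio scaling (0.12) and without WT replicate 1 (0.205) or 3 (0.143) or ATF-4OE replicate 1 (0.132), 2 (0.125) or 3 (0.128).

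V-ATPase subunits, which acidify lysosomes, had 7 of 20 genes lower and 1 higher (7 and 1 adjusted over the list alone). *vha-5* was the higher one, from 67.5 ± 13.5 to 128 ± 20.4 (log2 fold change 0.92, adjusted p = 0.00725), and *vha-12* had a log2 fold change of -0.36 (adjusted p = 0.0225). As a list they passed camera as lower (adjusted p = 0.00662; adjusted p = 0.322 with an estimated correlation), but not with quantile normalization (0.294). Of 10 genes of the hypoxia and H_2_S response 1 fell, *rhy-1*, with a log2 fold change of -1.58 (1 adjusted over the list alone; camera adjusted p = 0.542). *nhr-57* passed the test, as lower, with quantile normalization (0.0311), with median-ratio scaling (0.0723), with the 6 libraries alone (0.0798) and without mutant replicate 1 (0.0704). *F22B5.4* and *egl-9* passed it, as higher, with library weights (0.0365 and 0.0316) and without mutant replicate 1 (0.0968 and 0.0992) or ATF-4OE replicate 2 (0.0949 and 0.0669), and *F22B5.4* also with replicate as a block (0.0812) and without WT replicate 3 (0.0423). Ribosomal protein genes stayed near WT, with a median log2 fold change of 0.04 over 75 genes (camera adjusted p = 0.464, and 0.0399 without ATF-4OE replicate 3). Of these, *rpl-11.1* (-0.64, adjusted p = 0.0792) and *rpl-25.1* (0.21, adjusted p = 0.0975) passed the test, and 0 did when limma p was adjusted over the list alone. Both no longer passed with no trend (0.102 and 0.158), on the centred and scaled values (0.255 and 0.298) and without WT replicate 1 (0.11 and 0.127), 2 (0.136 and 0.178) or 3 (0.211 and 0.256) or ATF-4OE replicate 1 (0.19 and 0.223), 2 (0.104 and 0.16) or 3 (0.191 and 0.175).

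How many germ cell genes passed the test in ATF-4OE depends on the setting. Germline genes had a median log2 fold change of -0.57 (12 genes, 0 past the test by limma; camera adjusted p = 0.0283; adjusted p = 0.752 with an estimated correlation; 0.199 on the centred and scaled values). *glh-1*, *cgh-1*, *syp-1* and *pgl-3* all passed, as lower, in a fit of the 6 libraries alone (0.00345, 0.00905, 0.0235 and 0.0121), with library weights (0.0307, 0.0437, 0.0705 and 0.0523) and without mutant replicate 1 (0.00579, 0.036, 0.053 and 0.0543) or 2 (0.0561, 0.0403, 0.065 and 0.0518). The first 3 passed with quantile normalization (0.0955, 0.0977 and 0.0799) and the first 2 with median-ratio scaling (0.0664 and 0.082). Oocyte genes had a median of -0.52 (7 genes, 0 past the test; camera adjusted p = 0.227), and the list passed camera, as lower, at a mean of at least 1 (0.065), with no filter (0.0609), with the 6 libraries alone (0.0935) and without WT replicate 2 (0.0862). Spermatogenesis genes had a median of -0.87 and passed camera as lower (53 genes, adjusted p = 0.0162; adjusted p = 0.85 with an estimated correlation), but not without WT replicate 3 (0.422), without ATF-4OE replicate 1 (0.117) or on the centred and scaled values (0.193). Their only member past the test was *spe-4* (log2 fold change -1.45, adjusted p = 0.0727; 0 adjusted over the list alone), which lost its call with replicate as a block (0.11), with a pseudocount of 4 (0.113), on the centred and scaled values (0.723) and without WT replicate 1 (0.164) or 3 (0.234) or ATF-4OE replicate 1 (0.221) or 3 (0.17). The 4 vitellogenins had a median of -2.38 and passed camera (adjusted p = 0.0718; adjusted p = 0.655 with an estimated correlation), but not with median-ratio scaling (0.112), quantile normalization (0.141), or without WT replicate 3 (0.18), mutant replicate 1 (0.102) or ATF-4OE replicate 1 (0.122). In total 19 of 30 lists passed camera in ATF-4OE, 6 as higher and 13 as lower, and 1 with an estimated correlation. The 19 include the most regulated genes, which the study chose on these libraries.

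Against the *atf-4(tm4397)* mutant instead of WT, ATF-4OE had 692 higher and 290 lower genes, with 18 of 30 lists past camera (5 higher, 13 lower; 1 with an estimated correlation). The groups did not overlap for 39.2% of the genes, where chance gives 10%. Lower genes numbered 498 without mutant replicate 1 and 175 without mutant replicate 2, and 618 were higher and 666 lower on the centred and scaled values. The 15 epidermal antimicrobial peptides were all higher (median log2 fold change 1.99; adjusted p = 9.78e-13; adjusted p = 0.0419 with an estimated correlation), as were 16 of 17 neuronal genes (2.43e-08; adjusted p = 0.338 with an estimated correlation) and 39 of 118 collagens, of which 3 were lower (0.00521; adjusted p = 0.292 with an estimated correlation). Germline genes were lower in 10 of 12 cases (median -1.07; 0.000156; adjusted p = 0.512 with an estimated correlation) and tRNA synthetases in 10 of 21 (median -0.27; 0.000136; adjusted p = 0.513 with an estimated correlation).

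In the mutant against WT, 10 of 30 lists passed camera, 4 as higher and 6 as lower, and 0 with an estimated correlation (smallest adjusted p = 0.816; limma's 1176 genes at an unadjusted p under 0.05). No list member but *atf-4*, among the paper's most regulated genes, passed the test for single genes. Higher were moulting genes (median log2 fold change 0.58, adjusted p = 1.78e-06; 14 of 23 higher adjusted over the list alone; 0.349 on the centred and scaled values), germline genes (0.51, adjusted p = 0.00338; 0.265 without mutant replicate 2), tRNA synthetases (0.12, adjusted p = 0.00882; reversed to lower on the centred and scaled values, adjusted p = 0.0964) and the mitochondrial unfolded protein response (0.19, adjusted p = 0.0205; 3 of 9 higher adjusted over the list alone; 0.185 without mutant replicate 1 and 0.926 on the centred and scaled values). Lower were intestinal genes (-0.34, adjusted p = 1.72e-05), lysosomal proteases (-0.35, adjusted p = 0.00355; 3 higher and 6 lower of 21 adjusted over the list alone), the most regulated genes (-0.29, adjusted p = 4.34e-06, chosen by the study on these libraries and thus no independent evidence), and 3 lists that did not pass under every setting. These were fatty acid genes (-0.18, adjusted p = 0.0205; 1 higher and 4 lower of 19 adjusted over the list alone; 0.108 with quantile normalization, 0.1 without WT replicate 1 and 0.108 without mutant replicate 3), collagens (-0.30, adjusted p = 0.0341; 10 higher and 7 lower of 118 adjusted over the list alone; 0.21 with quantile normalization, 0.133 without WT replicate 2 and 0.154 without mutant replicate 3) and the methionine and folate cycles (-0.19, adjusted p = 0.087; 0.159 with replicate as a block, 0.1 with median-ratio scaling, 0.257 with quantile normalization, 0.106 with no trend, and without WT replicate 1 (0.323) or 3 (0.166) or mutant replicate 1 (0.185) or 3 (0.104)).

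Of the 679 genes higher in ATF-4OE, 239 (35.2%) had a fold change below 0 in the mutant. Simulation with the shared WT libraries and no effect gave 13.1%. Genes in that simulation are higher by noise alone, which the shared WT libraries carry into both fold changes. Its share is therefore no reference for genes that do change in ATF-4OE, and no reciprocal change is read from the difference. Of the 334 lower genes 38 (11.4%; simulated 10.1%) had one above 0. The covariance of both fold changes was 0.0814 (simulated 0.0518) and their correlation 0.35 (simulated 0.496; 100 simulations). The share of 35.2% was 17.7% on the centred and scaled values, 39.5% with a pseudocount of 4, 28.2% without WT replicate 1, 24.8% without WT replicate 2, 46.3% without WT replicate 3, 41.1% without mutant replicate 1 and 39.0% without ATF-4OE replicate 1. Both comparisons use the same 3 WT libraries, too few to divide between them, so the part of shared controls in the share of 35.2% could not be measured. Only *atf-4* was called in both, higher in one and lower in the other (0.12 expected), and 0 genes were called the other way (0.0888 expected; limma).

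The genes of Fig. 3c varied between libraries of 1 genotype. Over the 9 libraries the deviations of their median from the group means had r = 0.977 with those of the spermatogenesis genes (10 Fig. 3c genes; exact permutation within groups, 216 arrangements, p = 0.00463, adjusted over 2 relations p = 0.00926; rank correlation 1, exact p = 0.00463; r = 0.953 without the 2 farthest libraries). With the moulting genes r was 0.581 (exact p = 0.259, adjusted p = 0.259; rank correlation 0.6, exact p = 0.204; r = 0.289 without the 2 farthest). A candidate explanation, as a hypothesis, is that cultures differed in developmental timing around the onset of sperm production; no sample records its age, and a difference in germ cell content cannot be excluded.

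Of the 4 genes other than *atf-4* called in the mutant, *spp-21* and *T25C12.3* lie 593 bp apart on the X chromosome, which also holds *atf-4*. A distance as small among 4 genes drawn at random had p = 5e-04 (permutation test with 100000 draws). Within 5 kb of *atf-4*, *sprr-2* had a log2 fold change of 0.70 in ATF-4OE (adjusted p = 0.012) and *epn-1* one of 0.21 (adjusted p = 0.425). The transgene also carries the 3′ untranslated region of the body wall muscle gene *unc-54*, which had a log2 fold change of 0.74 (adjusted p = 0.0366) and is 1 of the 19 muscle genes that rose; *aex-5* beside it had one of 0.79 (adjusted p = 0.0397). The authors' DAVID table for the 200 upregulated genes lists collagen trimer with 16 genes (the authors' Benjamini p = 1e-08) and locomotion with 39 (8.74e-06). Of the paper's 200 upregulated genes, 54 were among the 200 with the largest log2 fold changes here and 167 among the top 200 by the centred and scaled values. The 679 genes called as higher held 11 orthologs of ATF4 targets (13.1 by chance, Fisher's exact test, one-sided, p = 0.769) and the paper's 200 held 7 (p = 0.093).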
